# Dynamic enlargement and mobilization of lipid droplets in pluripotent cells coordinate morphogenesis during mouse peri-implantation development

**DOI:** 10.1038/s41467-022-31323-2

**Published:** 2022-07-05

**Authors:** King Hang Tommy Mau, Donja Karimlou, David Barneda, Vincent Brochard, Christophe Royer, Bryony Leeke, Roshni A. de Souza, Mélanie Pailles, Michelle Percharde, Shankar Srinivas, Alice Jouneau, Mark Christian, Véronique Azuara

**Keywords:** Organelles, Morphogenesis, Pluripotency, Embryonic stem cells

## Abstract

Mammalian pre-implantation embryos accumulate substantial lipids, which are stored in lipid droplets (LDs). Despite the fundamental roles of lipids in many cellular functions, the significance of building-up LDs for the developing embryo remains unclear. Here we report that the accumulation and mobilization of LDs upon implantation are causal in the morphogenesis of the pluripotent epiblast and generation of the pro-amniotic cavity in mouse embryos, a critical step for all subsequent development. We show that the CIDEA protein, found abundantly in adipocytes, enhances lipid storage in blastocysts and pluripotent stem cells by promoting LD enlargement through fusion. The LD-stored lipids are mobilized into lysosomes at the onset of lumenogenesis, but without CIDEA are prematurely degraded by cytosolic lipases. Loss of lipid storage or inactivation of lipophagy leads to the aberrant formation of multiple cavities within disorganised epithelial structures. Thus, our study reveals an unexpected role for LDs in orchestrating tissue remodelling and uncovers underappreciated facets of lipid metabolism in peri-implantation development.

## Abstract (web summary)

Prior to its implantation into the uterus, the mammalian embryo stores substantial lipids. Here the authors unveil how lipid storage and morphogenesis of pluripotent stem cells are fundamentally connected during peri-implantation development.

## Introduction

Pluripotency is a transient property of embryonic cells existing from pre- to early post-implantation development. At the blastocyst stage, pluripotent epiblast progenitors (i.e., the future embryo) polarize to form rosette-like epithelial structures enclosing a central (pro-amniotic) lumen upon implantation. This morphogenesis event is fundamental for all subsequent development and hence the success or failure of a pregnancy^1–4^. Concurrently, epiblast cells adopt distinct molecular states, which delineate the transition from naive (pre-implantation) to primed (post-implantation) pluripotency^2,5^. While these molecular signatures are thought to prime or capacitate cells for differentiation, associated metabolic switches have long been regarded as survival adaptations prior to the establishment of placental exchange during embryo implantation^6,7^.

Recent studies suggest, however, that metabolism can play active roles in regulating cell fate transitions during early embryogenesis^8–12^. Among cellular metabolites, lipids contribute to membrane and organelle homeostasis^13,14^, energy metabolism^15^ and signalling pathways^16^, which are all tightly regulated and essential for developmental progression. In eukaryotic cells, lipids can be esterified and stored as inert neutral lipids in lipid droplets (LDs)^17^. Besides their neutral lipid core, LDs are made up of a phospholipid monolayer, which is decorated by various proteins. These proteins regulate lipid homeostasis, for example, the activation of lipases on the surface of LDs triggers the mobilization of stored lipids in response to cellular metabolic requirements^18^. In addition, LD-surface factors promote functional interactions between LDs and other organelles to facilitate intracellular trafficking of lipid storage^19,20^. During pre-implantation development, early mammalian embryos have been reported to actively uptake, synthesize and accumulate lipids as LDs^21–23^. In contrast, only scarce LDs are found in early post-implantation embryonic tissues^24^, implying active mobilization of stored lipids during the transition from naive to primed pluripotent states. Yet the mechanisms underlying the dynamics of LDs and their biological importance have remained a mystery.

In this study, we uncover how intrinsic LD-associated mechanisms fundamentally link lipid metabolism to the control of morphogenesis in mouse peri-implantation embryos. Using three-dimensional (3D) cultures of embryonic stem cells (ESCs)^1^, in combination with embryo studies, we find that the sequential storage and mobilization of lipids, mediated by LDs, coordinate the formation of an apical lumen in epiblast rosettes. Mechanistically, we show that pre-implantation blastocysts and pluripotent ESCs share the ability to transiently fuse and enlarge LDs under the tight control of the LD-surface protein CIDEA. Critically, CIDEA-mediated LD enlargement confers protection against promiscuous degradation by cytosolic lipases upon cell polarization. This permits the hydrolysis of stored lipids into lysosomes at the onset of lumen formation in a time-dependent manner. Abrogating CIDEA’s function or lipophagy-dependent mobilization of LDs impairs lumenogenesis, demonstrating the functional significance of lipid storage during peri-implantation development.

## Results

### Pre-implantation blastocysts and derived ESCs share the ability to fuse and enlarge LDs

LDs are evolutionary-conserved cellular organelles that control the storage and usage of lipids from bacteria to eukaryotic cells^17^. To understand how stored lipids accumulate in pre-implantation embryos, we examined the number, size, and behaviour of LDs at different stages of development. For this, 4–8 cell embryos (harvested ~68 h post-hCG injection) were cultured to morula (E2.5; ~74 h post hCG) and blastocyst (E3.5; ~98 h post hCG) stages in KSOMaa medium, and LDs were visualised by neutral lipid staining (BODIPY 493/503) and confocal imaging (Fig. 1a). In pre-compacted morulae, we confirmed that LDs were numerous, small, and scattered, in agreement with previous reports using label-free methods^24,25^. While morulae developed into cavitating embryos, small LDs tended to be clustered and subsequently fused as evidenced by the detection of single and rounded BODIPY-labelled entities in fully expanded blastocysts (see zoomed views, Fig. 1a). This was accompanied by a decline in the total number of individual LDs and concomitant increase in their size as monitored under constant culture conditions (Fig. 1b, c). Together, these results indicate that mouse early embryos intrinsically acquire the ability to fuse LDs during the transition from the morula to the blastocyst stage.

**Fig. 1:**
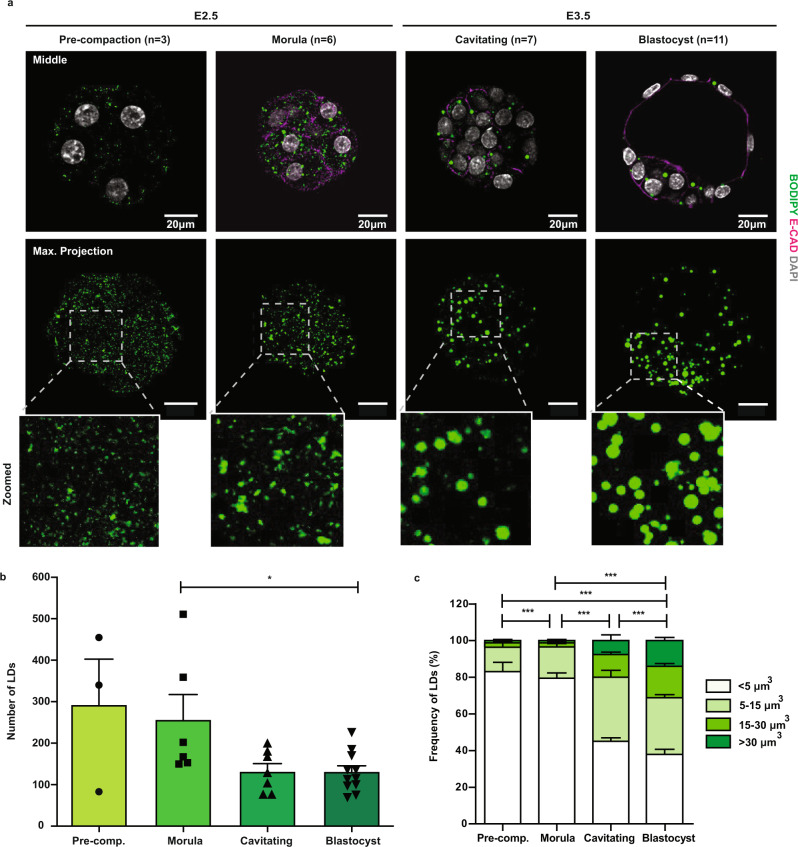
The ability to fuse and enlarge lipid droplets is acquired by the mouse embryo at the morula-to-blastocyst transition. **a** Images of BODIPY 493/503-stained lipid droplets (LDs) in in vitro pre-implantation embryos cultured from 4 to 8 cell stages (~68 h post-hCG injection) in KSOMaa medium. Adherens junctions were labelled by immunostaining against E-CADHERIN (*n* = 3–11 embryos). Squares indicate magnified regions, showing LD morphology and enlargement. E, embryonic day of development. E2.5, ~74 h post-hCG injection; E3.5, ~98 h post-hCG injection. Quantification of **b** total number of LDs per embryo and **c** volume of LDs in embryos from (**a**). Each symbol represents one embryo. Error bars, means ± s.e.m.; two-sided Mann–Whitney U test; *p < 0.05; ***p < 0.001. Exact *p*-values: **b** *p* = 0.0237, and **c** pre-comp. vs morula, *p* = 0.0004; pre-comp. vs blastocyst, *p* = 3.9 × 10^−64^; morula vs cavitating, *p* = 4 × 10^−43^; morula vs blastocyst, *p* = 1.3 × 10^−60^; cavitating vs blastocyst, *p* = 4.2 × 10^−8^. Source data are provided as a Source data file.

Interestingly, the ability to fuse and enlarge LDs was preserved in blastocyst-derived ESCs cultured in the presence of knockout serum replacement (KSR) or AlbuMAX^26^ as fatty acid sources (Fig. 2a; Supplementary Fig. 1a, b). In contrast, mouse embryonic fibroblasts (MEFs) exhibited small LDs that did not fuse in either culture conditions. Time-lapse imaging further revealed that LD enlargement in ESCs operates via a tightly regulated process with the pairing and docking of adjacent LDs that slowly fused through transfer of lipids in the course of ~4 h (Fig. 2b; Supplementary Movie 1). While LDs can rapidly coalesce, a slow process of fusion is characteristic of the action of cell death-inducing DFF45-like effector (CIDE) proteins at LD-LD contact sites as previously studied in adipocytes^27,28^. To determine whether the same LD-surface factors regulate the behaviour of LDs in pluripotent cells, we screened in ESCs and MEFs for the expression of *Cide* gene family members (*Cide-a, -b, -c*) along with perilipin factors (*Plin1-5*), which have also been implicated in the regulation of LD growth^20,29^. While all genes tested could be detected in both cell types apart from *Plin1* in ESCs, the *Cidea* transcript stood out as being highly expressed in ESCs relative to MEFs and further induced under lipid-rich conditions (Fig. 2c; Supplementary Fig. 1c, d), strictly correlating with maximum LD enlargement (Supplementary Fig. 1a, c, e, f).

**Fig. 2:**
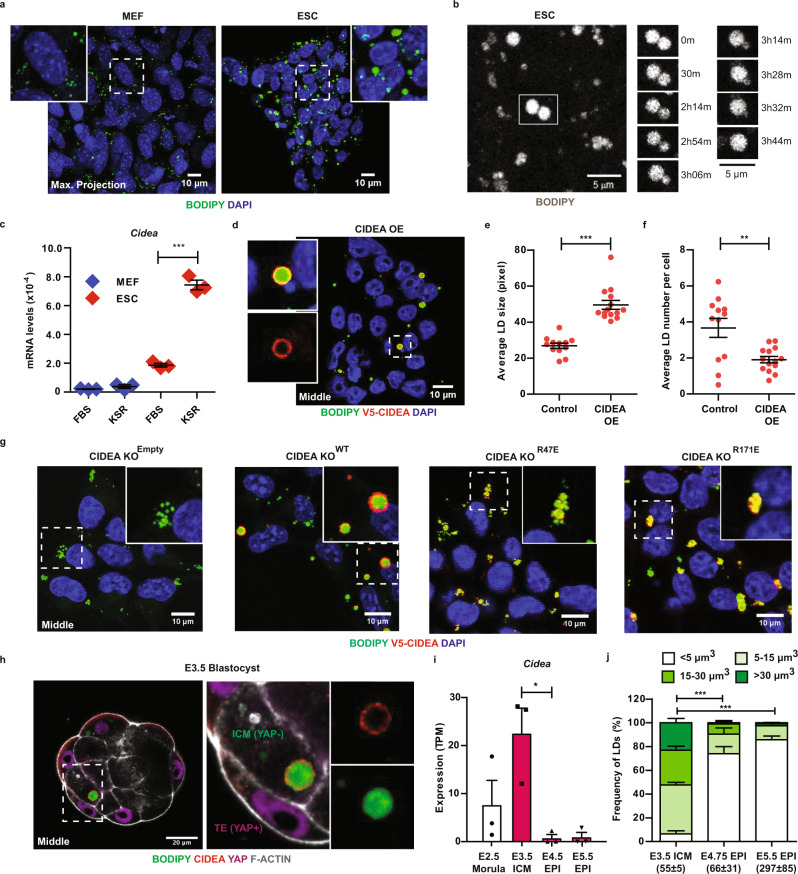
CIDEA promotes lipid droplet fusion in the blastocyst and naive pluripotent stem cells. **a** Representative images of BODIPY 493/503-stained LDs in MEFs and E14-ESCs cultured in knockout serum replacement (KSR)-supplemented medium (*n* = 3). Squares indicate magnified regions. **b** Time-lapse images of BODIPY-stained LDs in E14-ESCs exposed to KSR showing the stepwise fusion of LDs (white square) at indicated time intervals (*n* = 2) (see also Supplementary Movie 1). **c** *Cidea* transcript expression (RT-qPCR) in MEFs (blue) and E14-ESCs (red) cultured in foetal bovine serum (FBS) and KSR-supplemented media (see also Supplementary Fig. 1a, c). Error bars, means ± s.e.m. (*n* = 3); two-sided unpaired Student’s *t*-test; ***p < 0.001 (*p* = 0.000094). **d** Immunostaining images of V5 epitope on the surface of BODIPY-stained LDs in E14-ESCs overexpressing (OE) V5-CIDEA in KSR-supplemented medium (*n* = 3) (see also Supplementary Fig. 2a–c). Quantification of **e** average LD size (area) in pixels and **f** average LD number per cell in control (empty vector) and V5-CIDEA OE E14-ESCs cultured in KSR-supplemented medium. Error bars, means ± s.e.m. Each red dot represents analysis of one single colony. 12 and 14 control and V5-CIDEA OE E14-ESC colonies were respectively analysed across independent experiments (*n* = 3). Two-sided unpaired Student’s *t*-test; **p < 0.01 (**f**, *p* = 0.00246); ***p < 0.001 (**e**, *p* = 0.00000009). **g** Representative images of BODIPY-stained LDs and V5 epitope in CIDEA knockout (KO) ESCs (clone 19.7; Supplementary Fig. 2d–f) stably transfected with control (CIDEA KO^Empty^), wild-type (CIDEA KO^WT^) and point-mutated (CIDEA KO^R47E^ and CIDEA KO^R171E^) V5-tagged *Cidea* constructs, in KSR-supplemented medium (*n* = 3) (see also Supplementary Fig. 3d for images of rescued cells in FSB-supplemented medium). **h** Representative images of BODIPY-labelled LDs and CIDEA protein detected at the surface of LDs by immunostaining using an anti-CIDEA antibody from Proteintech (13170-1-AP) in freshly harvested E3.5 blastocysts (*n* = 21). Nuclear YAP-positive cells, trophectoderm (TE); Nuclear YAP-negative cells, inner cell mass (ICM). F-ACTIN (Phalloidin) was used as cell membrane marker (see also Supplementary Fig. 1h for additional validation). **i** Expression (RNA-sequencing; E-MTAB-2958) of *Cidea* transcript in morula (E2.5; white), dissected ICM (E3.5) and EPI (E4.5 and E5.5) shown as Transcripts Per Million (TPM). Each symbol represents one biological replicate. Two-sided unpaired Student’s *t*-test, *p < 0.05 (*p* = 0.014768). ICM, inner cell mass; EPI, epiblast. **j** Quantification of the volume (µm^3^) and number of LDs in the ICM/EPI of peri-implantation embryos from E3.5 (*n* = 6), E4.75 (*n* = 3) and E5.5 (*n* = 5) (see also Supplementary Fig. 4). Error bars, means ± s.e.m. (*n* = 3–6). Indicated in brackets are the average numbers of LDs analysed at each developmental time. Two-sided Mann–Whitney U test, ***p < 0.001. Exact *p*-values: E3.5 ICM vs E4.75 EPI, *p* = 1 × 10^−30^; E3.5 ICM vs E5.5 EPI, *p* = 8.4 × 10^−44^. Source data are provided as a Source data file.

### The CIDEA protein is required for the full process of LD fusion in pluripotent cells

To test whether CIDEA induction is conducive to LD fusion in ESCs, we ectopically expressed a V5-tagged *Cidea* construct in these cells (Supplementary Fig. 2a, b), and validated the correct localisation of V5-CIDEA protein along the surface of enlarged LDs and at LD-LD contact sites upon LD fusion conditions (Fig. 2d and Supplementary Fig. 2c). As anticipated, overexpressing (OE) CIDEA in ESCs was sufficient to double the average size of LDs, whilst reducing their number relative to controls (Fig. 2e, f). Conversely, deleting the *Cidea* locus using CRISPR-Cas9 completely blocked the occurrence of LD fusion in knockout (KO) ESCs, revealing CIDEA as an essential factor in regulating this process (see Supplementary Fig. 2d–f and Supplementary Fig. 3a). As an important control, and to further infer a direct role for CIDEA, we confirmed that manipulating the expression of this factor alone was sufficient to alter the behaviour of LDs without affecting the undifferentiated status or proliferation rate of both CIDEA OE and KO ESCs under self-renewing culture conditions (see full analysis in Supplementary Fig. 2g–l). Moreover, we demonstrated that LD fusion could be fully rescued in KO cells by exogenously expressing a wild-type (WT) *Cidea* as opposed to point-mutated constructs^27^, where the ability of CIDEA to stabilise LD pairs (R47E) or facilitate the transfer of lipids (R171E) between LDs was abrogated (Supplementary Fig. 3b, c). While CIDEA KO^WT^ ESCs regained the ability to enlarge LDs, CIDEA KO^Empty^, CIDEA KO^R47E^ and CIDEA KO^R171E^ cells showed an accumulation of small LDs with different degrees of clustering regardless of culture conditions (Fig. 2g; Supplementary Fig. 3d). Hence, our results demonstrate that CIDEA is strictly required to fulfil the full process of LD enlargement in ESCs, potentially to optimise lipid storage.

In vivo, the *Cidea* transcript could be readily detected at higher levels than *Cideb* and *Cidec* as seen in ESCs (Supplementary Fig. 1g). CIDEA protein was also accumulated at the surface of enlarged LDs as exemplified in the inner cell mass of the E3.5 blastocyst (Fig. 2h; see also Supplementary Fig. 1h for additional validation). Mirroring the onset of LD enlargement (Fig. 1a), we verified using available data^30^ that *Cidea* expression was specifically upregulated at the morula-to-blastocyst stage transition (Fig. 2i), pointing to a conserved function in vivo. Strikingly, however, the *Cidea* transcript sharply declined in the developing epiblast from E4.5 onwards (Fig. 2i; Supplementary Fig. 1g), prompting us to extend our analysis of LDs to peri-implantation times. Using a lineage-specific LD quantification pipeline (Supplementary Fig. 4a, b), we observed that enlarged LDs were lost in epiblast cells of the implanting blastocyst (E4.5–E4.75) and were not regained post-implantation (E5.5). Instead, LDs appeared to be smaller and more homogeneous in size, in agreement with *Cidea* silencing (Fig. 2i, j). Enlarged LDs were, however, retained in some extra-embryonic tissues including the mural trophectoderm (TE) as opposed to the polar TE and primitive endoderm (PrE) (E4.75; Supplementary Fig. 4c, d). Collectively, our results reveal lineage-specific mobilization of lipid storage, and furthermore point to an important role for CIDEA’s function in regulating the dynamics of LDs in pluripotent progenitors both in vitro and in vivo.

### Trafficking of lipid storage coordinates polarity-driven lumenogenesis

To delineate the significance of lipid storage in the epiblast lineage, we turned to an established ESC-based 3D spheroid model^1^, which closely mimics the development of the epiblast during the pre- (E3.5) to post-implantation (E5.5) transition. Spheroid formation was here induced by embedding individual ESCs into Matrigel where they can proliferate, polarise into epiblast-like rosettes, and form a single lumen at the centre of radially arranged cells under differentiation conditions (Fig. 3a, upper panel; see also ‘Methods’). Importantly, we could recapitulate in this in vitro model the dynamics of LDs, which we observed in peri-implantation embryos in vivo (Fig. 2j). Spheroids formed by WT ESCs were seen to build up enlarged LDs upon induction of differentiation (24 h), which were subsequently mobilized (48 h) as *Cidea* expression declined and a central nascent lumen appeared (Fig. 3a–c). In contrast, CIDEA KO spheroids failed to both enlarge LDs and accumulate neutral lipids (i.e., total BODIPY intensity) at the onset of differentiation (24 h; Fig. 3c, d) as confirmed by direct quantification of LD-stored triglycerides (24 h; Supplementary Fig. 5a). Most intriguingly, we also noted that CIDEA KO spheroids frequently displayed multiple cavities instead of a single, expanding central lumen (72 h; Fig. 3a, lower panel). This defect manifested as cells transited normally from a naive to a transcriptionally primed state of pluripotency (Fig. 3b; see also our global transcriptomic analysis in Supplementary Fig. 5b–e), which has been reported to be crucial for morphogenesis^2^.

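mRNA libraries were sequenced from WT and CIDEA KO cells at 3 time points, as ESCs grown with LIF (0 h) and as spheroids in Matrigel without LIF (24 h and 48 h). There were 2 libraries per genotype and time point and 12 in all. WT was the parental R1 line of mouse ESCs, and all KO libraries came from a single clone derived from it. The genotype could therefore not be separated from other differences between the clone and its parent. After trimming the reads, the authors used Kallisto to estimate how many fragments came from each transcript, and deposited these estimated counts with the length-scaled TPM values for 115270 transcripts in each library. The estimated counts summed to between 29.0 and 38.5 M per library with a median of 32.15 M. The paper states a depth of 30 M reads, and the values here use the deposited estimates. The group medians at 0, 24 and 48 h were 30.6, 34.5 and 32.5 M in WT and 29.0, 34.1 and 33.85 M in CIDEA KO cells. Of the transcripts, 113580 (98.5%) matched the mouse annotation of GENCODE release M21 on the genome build GRCm38. Those left unmatched held between 0.659% and 0.709% of the counts and were not used here. Estimated counts were summed over 35580 genes, rounded to whole numbers and fitted with edgeR's quasi-likelihood model after TMM normalization, with one mean for each of the 6 groups. The model covered the 17424 genes that passed edgeR's filter on low counts, and a gene was called when its p-value after Benjamini-Hochberg adjustment was under 0.05. The spread between replicates beyond counting error, as edgeR's biological coefficient of variation, was 0.311. Replicate libraries differed by more than sampling noise in every group, with chi-square values of 11.5 to 32.6 per degree of freedom, and were counted as separate samples. At equal depth, one library from KO spheroids at 24 h (replicate 1) detected 15473 genes while the others detected 17635 to 19672. At 0 h both WT libraries (17701 and 17635 genes) detected fewer genes than both KO libraries (19057 and 18638 genes), so that detection and genotype were confounded at this time point. The smallest share a library could show, set at 3 counts, lay between 0.0779 and 0.1035 CPM, a floor that covers counting error only.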

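From 0 h to 48 h, 4118 genes changed in WT cells (1938 higher and 2180 lower at 48 h) and 4348 genes changed in CIDEA KO cells (2116 higher and 2232 lower). Fewer genes differed between the genotypes at a given time. In ESCs at 0 h, 220 genes were called, of which 48 were higher and 172 lower in CIDEA KO cells. In spheroids, 255 genes were called at 24 h (78 higher and 177 lower in KO) and 117 genes at 48 h (34 higher and 83 lower). A stretch of chromosome 10 adds to the lower genes. All 94 of its expressed genes were lower over all time points, with medians of -0.633, -0.634 and -0.666 at 0, 24 and 48 h. It held 92 of the 877 genes called over all time points, and its part in the counts at single times was not worked out. The genotype counts were highest without a filter on low counts, at 386 genes at 0 h, 615 at 24 h and 303 at 48 h. The lowest were 18 at 0 h with limma on log2(TPM + 0.1), 13 at 24 h with only the groups compared in the fit, and 19 at 48 h with average transcript lengths as offsets. With the replicate number added as a replicate block, 218, 255 and 117 genes were called at 0, 24 and 48 h. For libraries sharing a number, the correlation across genes of their deviations from the group means was 0.003 at 0 h, 0.051 at 24 h and -0.009 at 48 h. Replicate 1 nevertheless detected fewer genes at equal depth than replicate 2 in every spheroid group. The values were 17663 and 19365 (WT) and 15473 and 19268 (KO) at 24 h, and 18112 and 19672 (WT) and 18711 and 19146 (KO) at 48 h. At 0 h it detected more in both genotypes. A shift shared by replicate number was therefore not excluded. In counts simulated for these libraries, the same fit recovered 157 of 200 changed genes (78.5%) in a comparison of the genotypes at 0 h. All simulated changes were at least 2-fold and in well-counted genes. Of the 220 real calls at 0 h, only 6 rose and 37 fell by more than 2-fold, so recovery of smaller changes was not measured. Whether the genotype difference itself changed with time was tested with interaction terms in the same fit. Between 0 h and 24 h it changed for 2 genes, *Grhl2* and *Pou3f1*, and between 0 h and 48 h for 7 genes, *Dnmt3l*, *Enpp3*, *Grhl2*, *Lef1*, *Lin28a*, *Otx2* and *Tdh*. With the average transcript lengths as offsets these interaction counts were 0 and 2, and 994 genes had an unadjusted p-value under 0.05 in the first of them. Each library was also placed on the line from the mean of the WT libraries at 0 h (position 0) to their mean at 48 h (position 1), over the 4118 genes called in WT. At 24 h the WT libraries lay at 0.632 ± 0.003 (SD, n = 2) and the KO libraries at 0.571 ± 0.017 (SD, n = 2). In this setting the difference of -0.061 was larger than the spread between replicates, but 2 libraries against 2 cannot reach significance (exact permutation test, two-sided, p = 0.333, the smallest p the design allows). It was -0.023 when genes with at least 10 counts in every library were used, where the genotypes overlapped (0.613 and 0.597 in WT, 0.598 and 0.565 in KO libraries). KO libraries lay at 0.085 ± 0.013 (SD, n = 2) at 0 h and 0.945 ± 0.015 (SD, n = 2) at 48 h, positions that cannot be compared with WT because the WT libraries define both ends of the line and chose its genes. Across genes, which are not independent replicates, the log2 fold changes from 0 h to 48 h in WT and KO cells had a Pearson correlation of 0.454 over all genes tested and 0.860 over genes with at least 10 counts in every library. From the expression of pluripotency factors (Fig. 3b) and the global transcriptome (Supplementary Fig. 5b–e), the paper concludes that cells transited normally from a naive to a transcriptionally primed state of pluripotency.

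**Figure D1:**
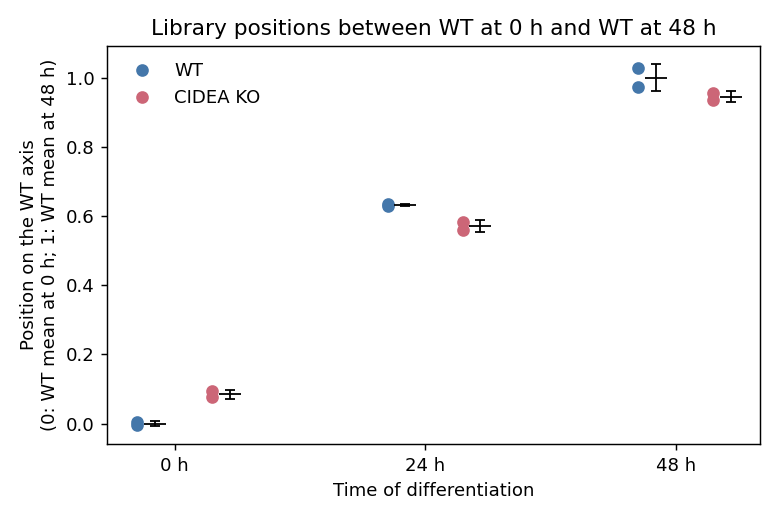
Position of each library on the line from the WT mean at 0 h (0) to the WT mean at 48 h (1), without units, against time after induction in hours; each coloured point is one library, and black marks are group means with SD (n = 2). At 24 h both KO libraries (0.559 and 0.583) lie below both WT libraries (0.634 and 0.630), and WT points at 0 h and 48 h are centred on 0 and 1 by construction.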

**Fig. 3:**
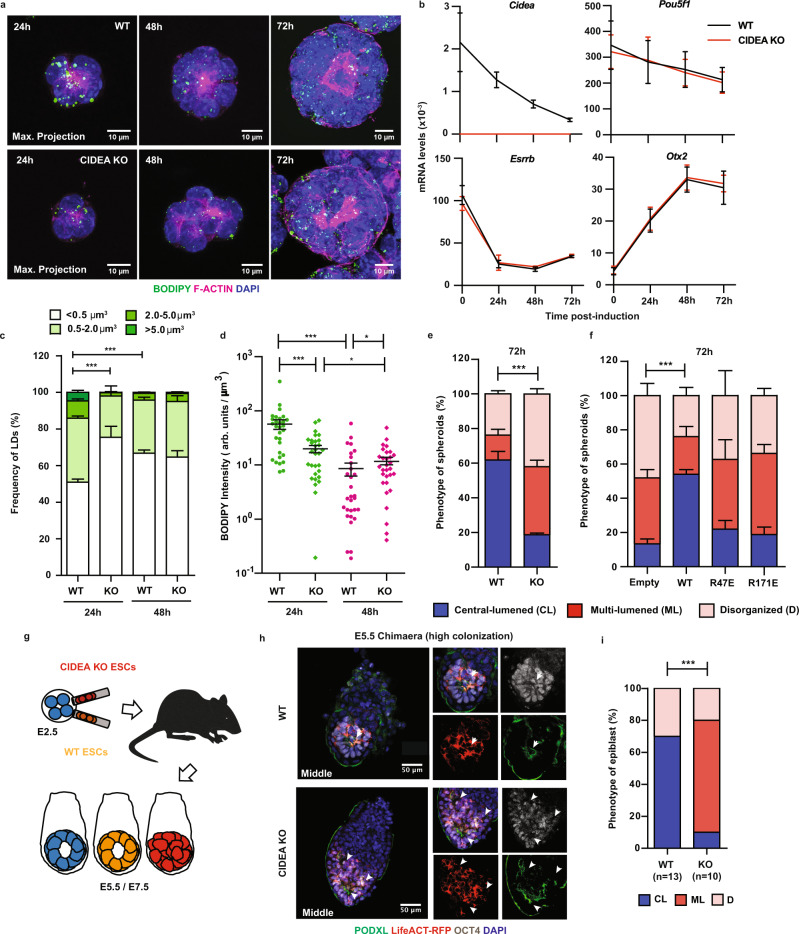
Abolishing CIDEA-mediated lipid storage impairs morphogenesis. **a** Z-stack images of BODIPY 493/503-stained LDs in spheroids formed by WT and CIDEA KO (clone 19.7) ESCs (*n* = 3). Apical domains of spheroids are marked by concentrated F-ACTIN labelled with phalloidin. Similar data were obtained with clones 16.1 and 19.9. **b** *Cidea* transcript expression (RT-qPCR) along with the pluripotency *Pou5f1* (also known as *Oct4*), *Esrrb* (naive), and *Otx2* (primed) factors in WT (black) and CIDEA KO (red) ESCs prior to induction (0 h) and post-induction of spheroid differentiation (24, 48 and 72 h). Error bars, means ± s.e.m. (*n* = 3) (see also Supplementary Fig. 5b–e for additional RNA-sequencing analysis). Quantification of **c** LD volume (µm^3^) and **d** neutral lipid content (BODIPY fluorescence intensity normalised to spheroid volume) in spheroids from (**a**). Each symbol in (**d**) represents one single spheroid at 24 h (green) and 48 h (magenta) post-induction. 30 spheroids per condition and time-point were analysed across independent experiments (*n* = 3). Error bars, means ± s.e.m.; two-sided Mann–Whitney U test; *p < 0.05; ***p < 0.001. Exact *p*-valued: **c** WT 24 h vs CIDEA KO 24 h, *p* = 2.1 × 10^−13^; WT 24 h vs WT 48 h, *p* = 1.2 × 10^−8^, and **d** WT 24 h vs CIDEA KO 24 h, *p* = 0.0002; WT 48 h vs CIDEA KO 48 h, *p* = 0.0242; WT 24 h vs WT 48 h, *p* = 3.5 × 10^−8^; CIDEA KO 24 h vs CIDEA KO 48 h, *p* = 0.0364. **e** Quantification of the phenotype of WT and CIDEA KO spheroids 72 h post-induction of differentiation, scored as central-lumened (CL), multi-lumened (ML) and disorganised (D) (see also Supplementary Fig. 6a,b). *n* $$\ge$$ 137 spheroids; error bars, means ± s.e.m. (*n* = 3); two-sided Chi-square (Fisher exact) test; ***p < 0.001 (*p* = 8.6 × 10^−13^). **f** Quantification of the phenotype of spheroids formed by CIDEA KO ESCs stably transfected with control (Empty), wild-type (WT) and point-mutated (R47E and R171E) V5-tagged Cidea constructs (see also Supplementary Fig. 3b; Supplementary Fig. 6g). *n* $$\ge$$ 177 spheroids; error bars, means ± s.e.m. (*n* = 3); two-sided Chi-square (Fisher exact) test; ***p < 0.001 (*p* = 2 × 10^−11^). **g** Experimental set-up. LifeAct RFP-expressing WT and CIDEA KO ESCs were injected in E2.5 embryos and transferred back into surrogate females. Embryo chimaeras were harvested and analysed at E5.5 or E7.5. **h** Immunostaining of representative highly colonized E5.5 ESC (labelled by RFP) embryo chimaeras (*n* = 10–13 embryos). Epiblast is labelled by the lineage marker OCT4. White arrows, foci of lumen formation marked by PODXL (see also Supplementary Movies 2, 3). **i** Quantification of the epiblast phenotype of E5.5 embryo chimaeras from (**h**) scored as central-lumened (CL), multi-lumened (ML) and disorganised (D). Embryo numbers: WT, CL = 9/13, ML = 0/13, D = 4/13; CIDEA KO, CL = 1/10, ML = 7/10, D = 2/10. Two-sided Chi-square (Fisher exact) test; ***p < 0.001 (*p* = 0.00095). Source data are provided as a Source data file.

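In the RNA-sequencing libraries, *Cidea* (ENSMUSG00000024526) had 89 and 67 estimated counts in WT ESCs, 117 and 46 in WT spheroids at 24 h, and 20 and 21 at 48 h. It had 0 counts in all 6 KO libraries, where 3 counts correspond to between 0.0779 and 0.1035 CPM. Set against this floor and the WT mean, *Cidea* was at least 24.6-fold lower in CIDEA KO than in WT cells at 0 h. It was at least 27.1-fold lower at 24 h and at least 6.2-fold lower at 48 h. At 24 h *Cidea* was at 2.40 ± 1.56 CPM (SD, n = 2) in WT cells, and against the WT library with 46 counts alone the bound would be lower. In WT cells its log2 fold change from 0 h to 48 h was -2.03 (standard error 1.1), which did not pass edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment (adjusted p = 0.230). With limma on log2(TPM + 1) the fall of *Cidea* was -1.27 and passed (adjusted p = 0.025). The paper's RT-qPCR values for *Cidea* in WT cells, on the log2 scale against WT cells at 0 h and from its source data, are -0.66 ± 1.12 (SD, n = 3) at 24 h and -1.5 ± 0.76 (SD, n = 3) at 48 h. *Esrrb*, on chromosome 12 from 86361117 to 86521628, fell by 2.43 on the log2 scale in WT cells between 0 h and 48 h (standard error 0.072, adjusted p = 8.4e-15 from the same test) and by 2.87 in KO cells (standard error 0.073, adjusted p = 5.2e-16). The paper's RT-qPCR value for *Esrrb* at 48 h is -2.48 ± 0.34 (SD, n = 3) in WT and -2.27 ± 0.20 (SD, n = 3) in KO cells. As for all its RT-qPCR values given here, both are against WT cells at 0 h, when KO cells were at -0.13 ± 0.13 (SD, n = 3). *Otx2*, on chromosome 14 from 48657677 to 48673819, rose by a log2 fold change of 1.79 in WT (standard error 0.096, adjusted p = 4.0e-11) and of 2.83 in KO cells (standard error 0.10, adjusted p = 8.5e-14). This rise was larger in KO cells by 1.04 (interaction term of edgeR's quasi-likelihood test, adjusted p = 0.0024). This interaction was no longer called with average transcript lengths as offsets (*Otx2*, 1.05, adjusted p = 0.097 by edgeR) or with limma on log2(TPM + 1). The difference lay at 0 h, where *Otx2* was lower in KO than in WT ESCs by a log2 fold change of -0.95 (standard error 0.098, adjusted p = 2.6e-05). The genotypes did not differ at 24 h (-0.15, adjusted p = 0.540) or 48 h (0.09, adjusted p = 0.983). By RT-qPCR, the paper's values for *Otx2* at 48 h are 3.03 ± 0.68 (SD, n = 3) in WT and 3.06 ± 0.73 (SD, n = 3) in KO cells, with 0.11 ± 0.11 (SD, n = 3) in KO cells at 0 h. *Pou5f1*, on chromosome 17 from 35506018 to 35510772, fell by 0.48 in WT (standard error 0.067, adjusted p = 1.9e-05) and by 0.33 in KO cells (standard error 0.067, adjusted p = 0.0011). *Pou5f1* did not differ between the genotypes at 0, 24 or 48 h (adjusted p of 0.971, 0.723 and 0.331). The paper's RT-qPCR value for *Pou5f1* at 48 h is -0.45 ± 0.12 (SD, n = 3) in WT and -0.47 ± 0.38 (SD, n = 3) in KO cells, with -0.06 ± 0.19 (SD, n = 3) in KO cells at 0 h. With each library left out in turn, the log2 fold changes of *Esrrb* and *Otx2* in WT cells stayed between -2.47 and -2.39 and between 1.75 and 1.85. The 72 h time point was not analysed here by RNA-sequencing.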

To further scrutinise the phenotype of CIDEA KO spheroids, we used the Podocalyxin (PODXL) glycoprotein as an established epithelial apical marker to quantify the process of cell polarity and lumen formation by hollowing, the result of apical membrane separation^31^. Upon differentiation, PODXL was upregulated, and the protein trafficked apically in both WT and KO spheroids at similar frequency (~40% of total spheroids examined; WT *n* = 122, and KO *n* = 148) (24 h; Supplementary Fig. 6a, b). Therefore, these results exclude an early defect in the initiation of cell polarity. Upon insertion at apical membranes (48 h), PODXL promoted, via charge repulsion^32,33^, the formation of a single, central lumen in most WT spheroids (62 +/− 5%; 72 h; *n* = 162). In contrast, the formation of multi-lumened or disorganised spheroids was prevalent in CIDEA KO cultures (81 +/− 7%; 72 h; *n* = 137) (Fig. 3e; see also Supplementary Fig. 6a, b). Moreover, the distribution of all polarity markers we examined (i.e., PODXL, atypical PKC complex membrane PARD3^1^; Supplementary Fig. 6a, c), the apical repositioning of the Golgi apparatus^1,34^ (via GM130; Supplementary Fig. 6d) and other organelles (Supplementary Fig. 6e, f), were all altered in CIDEA KO spheroids, most likely reflecting the formation of multiple lumens within disorganised structures. Correct lumenogenesis could, however, be rescued by re-introducing a functional CIDEA protein, as opposed to point-mutated (R47E and R171E) forms in KO spheroids (Fig. 3f and Supplementary Fig. 6g), demonstrating a prime role for CIDEA and its LD fusion activity in this process. Taken together, our results unravel an unprecedented link between LD biology and the cellular remodelling of pluripotent progenitors.

### The emergence of multiple cavities typifies abnormal morphogenesis in vivo

The importance of CIDEA’s function was also established in the remodelling epiblast in vivo. For this, we generated embryo chimaeras by injecting stably expressing LifeAct-RFP WT and CIDEA KO ESCs into E2.5 embryos, which were then transferred back into surrogate females (Fig. 3g; see also ‘Methods’). WT (*n* = 24) and KO (*n* = 30) embryo chimaeras were retrieved after three days of development (~E5.5) and assessed based on their overall morphology and their degree of epiblast colonization by RFP-positive cells. Injected ESCs that lack CIDEA were still capable of contributing to a developing embryo at comparable frequency to their WT counterparts (Supplementary Fig. 6h). Focussing on highly colonized chimaeras, however, we found that 9 out of 10 CIDEA KO embryos displayed disorganised epithelium with multi-foci of PODXL deposition amongst OCT4-positive epiblast cells (Fig. 3h, i). In contrast, no control embryos (*n* = 13) exhibited multiple lumens with most of them harbouring a single, central cavity (Fig. 3i; see also Supplementary Movies 2, 3). These results validate our findings from 3D spheroids showing that, in the absence of CIDEA, the remodelling epiblast generates multiple nascent lumens in vivo. In agreement with the non-lethality of CIDEA KO mice^35^, however, CIDEA KO embryo chimaeras would show an extended, single pro-amniotic cavity when examined at later developmental times (~E7.5) (Supplementary Fig. 6i). This most likely indicates that compensatory mechanisms operate independently of CIDEA expression in vivo^36,37^ (see the ‘Discussion’ section).

### CIDEA-mediated LD fusion facilitates lumenogenesis by safeguarding lipid storage

To gain further mechanistic insights into how CIDEA-mediated LD fusion promotes correct lumenogenesis, we next sought to compare the trafficking of LDs in WT and CIDEA KO spheroids around the time of maximum enlargement (24 h). BODIPY pulse-chase labelling combined with time-lapse imaging revealed that enlarged LDs moved towards the sub-apical domains of WT spheroids (Fig. 4a; Supplementary Movies 4, 5), mirroring the repositioning of other organelles (Supplementary Fig. 6d–f)^34,38^. In contrast, BODIPY-labelled LDs did not accumulate apically in polarised KO spheroids, but instead were rapidly lost during the short time-course of our imaging experiment (~2 h; Fig. 4a, right panel; Supplementary Movie 6). High turn-over rate of LDs suggests that promiscuous degradation may operate in the absence of CIDEA-mediated LD enlargement, concurring with the reduced levels of stored lipids we detected in CIDEA KO spheroids (24 h; Fig. 3d and Supplementary Fig. 5a). To corroborate this view, we treated KO spheroids from induction with the inhibitor of cytosolic lipases diethylumbelliferyl phosphate (DEUP)^39,40^ and quantified total BODIPY intensity 24 h later. The treatment rescued, at least partially, the lipid storage capacity of KO spheroids through cell polarisation (see Fig. 4b, c), and this rescue effect was sufficient to improve the efficiency of forming centrally-lumened KO spheroids upon subsequent differentiation (Fig. 4d, e). Together, our results indicate a key role for CIDEA-promoted LD fusion in protecting LDs against immediate degradation and reinforce the proposed relationship between safeguarded lipid storage and morphogenesis events.

**Fig. 4:**
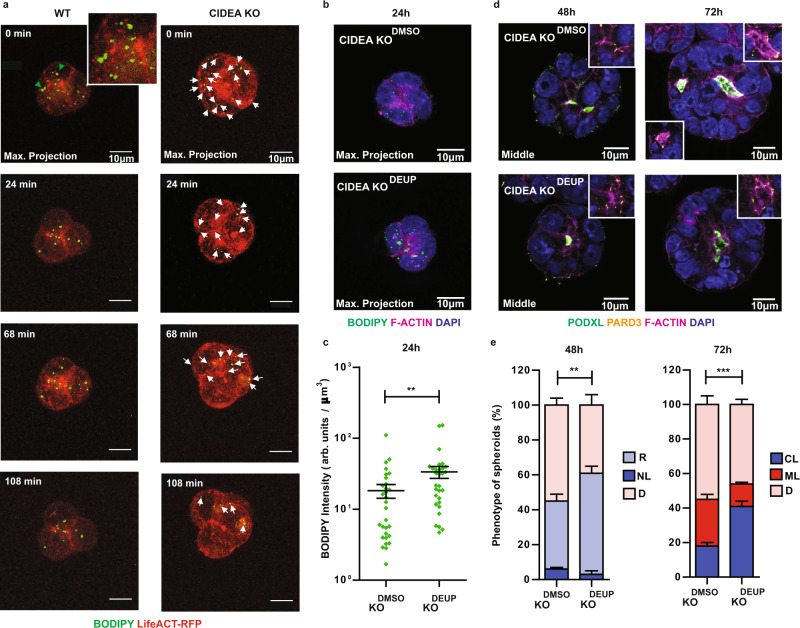
CIDEA-mediated LD enlargement confers protection against promiscuous degradation by cytosolic lipases. **a** Time-lapse live imaging of BODIPY 493/503 pulse-labelled LDs in spheroids formed by LifeACT-RFP-expressing WT and CIDEA KO ESCs 24 h post-induction of differentiation (see also Supplementary Movies 4–6). White arrows indicate small LDs being degraded in CIDEA KO spheroids. Representative images of ~9 spheroids across independent experiments (*n* = 7). **b** Representative images of BODIPY-stained LDs in CIDEA KO spheroids treated with DMSO (CIDEA KO^DMSO^) and the cytosolic lipase inhibitor DEUP (CIDEA KO^DEUP^) for 24 h upon induction of differentiation (*n* = 3). DEUP, Diethylumbelliferyl phosphate. **c** Quantification of neutral lipid content (BODIPY fluorescence intensity normalised to spheroid volume) in spheroids from (**b**). *n* = 30 spheroids per condition and time-point. Error bars, means ± s.e.m. (*n* = 3); two-sided Mann–Whitney U test, **p < 0.01 (*p* = 0.0053). **d** Representative images of CIDEA KO^DMSO^ and CIDEA KO^DEUP^ spheroids at indicated time-points. Foci of lumen formation are marked by PODXL, PARD3 and F-ACTIN (*n* = 3). **e** Quantification of the phenotype of spheroids from (**d**). *n* $$\ge$$ 168 spheroids; error bars, means ± s.e.m. (*n* = 3); two-sided Chi-square (Fisher exact) test, **p < 0.01 (48 h, *p* = 0.0016); ***p < 0.001 (72 h, *p* = 8 × 10^−7^). R, rosette; NL, nascent lumen; CL, central-lumened; ML, multi-lumened; D, disorganised. Source data are provided as a Source data file.

### The mobilization of stored lipids into lysosomes forms an integral part of lumenogenesis

Given that LD-stored lipids are ultimately mobilized in the developing epiblast both in vivo and in vitro in a time-dependent manner, we next evaluated the functional importance of the two known mechanisms of LD degradation (i.e., lipolysis and lipophagy) using a pharmacological approach. Lipolysis is mediated by cytosolic lipases recruited at the surface of LDs including the rate-limiting adipose triglyceride lipase (ATGL)^18^. As we here focussed on the mobilization of enlarged LDs, which accumulate normally in polarised WT spheroids, drugs were introduced from 24 h onwards as outlined in Supplementary Fig. 7a. Inhibiting ATGL activity using Atglistatin (ATGLi)^41^ had little effect on the mobilization of LDs (48 h; Supplementary Fig. 7b) and formation of central-lumened spheroids (Supplementary Fig. 7c, d). Similarly, the incidence of normally formed lumens remained mostly unaffected upon treatment with DEUP (72 h; Supplementary Fig. 7c, d), excluding a prime role for lipolysis in the regulation of lumenogenesis. Therefore, we turned our attention to lipophagy as an alternative mechanism of lipid mobilization, which involves the autophagic degradation of LDs upon recruitment into lysosomes^42^. In striking contrast to lipolysis inhibition, we found that preventing the lysosomal hydrolysis of LDs upon treatment with the lysosomal acid lipase inhibitor LAListatII (LALi)^43,44^ blocked the mobilization of neutral lipids as reflected by high retention of BODIPY signals (Fig. 5a; see also Supplementary Fig. 7b, right panel) and furthermore prompted the formation of multi-lumened or disorganised spheroids 48 h and 72 h post-induction of differentiation (Fig. 5b; Supplementary Fig. 7c, d). These results convincingly point to a critical role for lipophagy-mediated mobilization of LD-stored lipids at the onset of lumen formation with impact on the morphogenesis of pluripotent cells.

**Fig. 5:**
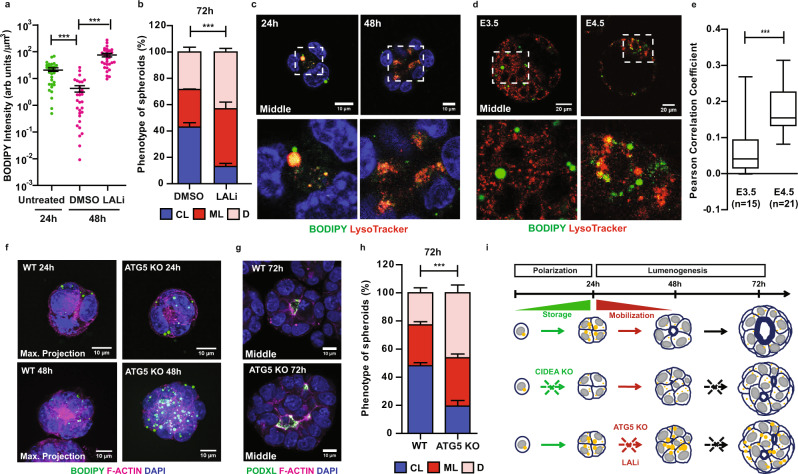
Lipophagy-dependent mobilization of lipid storage is required for polarity-driven lumenogenesis. **a** Quantification of neutral lipid content using BODIPY 493/503 staining (BODIPY fluorescence intensity normalised to spheroid volume) in WT spheroids before (24 h; green) and after (48 h; magenta) culturing with DMSO or LAListatII (LALi) (see also Supplementary Fig. 7a, b). *n* = 30 spheroids per condition and time-point. Error bars, means ± s.e.m. (*n* = 3); two-sided Mann–Whitney U test; ***p < 0.001; exact p-values: untreated 24 h vs DMSO 48 h, *p* = 2.4 × 10^−6^; DMSO 48 h vs LALi 48 h, *p* = 0.00012. **b** Quantification of the phenotype of WT spheroids (72 h) after culturing with DMSO or LALi for 48 h (see also Supplementary Fig. 7c, d). *n* $$\ge$$ 185 spheroids; error bars, means ± s.e.m. (*n* = 3); two-sided Chi-square (Fisher exact) test; ***p < 0.001 (*p* = 5.6 × 10^−14^). CL, central-lumened; ML, multi-lumened; D, disorganised. **c** Representative live-cell imaging of LysoTracker-labelled lysosomes, BODIPY-labelled LDs, and Hoechst 33342-labelled nuclei in WT ESC-induced spheroids. Squares indicate magnified regions. The analysis was performed on at least two independent experiments (*n* $$\ge$$ 2). **d** Representative images of lysosomes and LDs in E3.5 (~98 h post-hCG injection) and E4.5 (~122 h post-hCG injection) blastocysts stained as in (**c**). **e** Co-localisation analysis of fluorescence signals from (**d**). Pearson Correlation Coefficient (+1, correlation to −1, anti-correlation); two-sided Mann–Whitney U test; ***p < 0.001 (*p* = 2.6 × 10^−13^); *n* = 15–21 blastocysts. Box limits = 25th−75th percentiles; centre lines = medians; whiskers end = min. and max. values. **f** Images of BODIPY-stained LDs in spheroids formed by WT and ATG5 KO ESCs at indicated time-points (*n* = 3). **g** Representative images of spheroids formed by WT and ATG5 KO ESCs at 72 h post- induction of differentiation. Foci of lumen formation are marked by PODXL and F-ACTIN. **h** Quantification of the phenotype of WT and ATG5 KO spheroids from (**g**) (see also Supplementary Fig. 8g, h). *n* $$\ge$$ 167 spheroids; error bars, means ± s.e.m. (*n* = 3); two-sided Chi-square (Fisher exact) test; ***p < 0.001 (*p* = 1 × 10^−8^). CL, central-lumened; ML, multi-lumened; D, disorganised. **i** Scheme model summarising the findings of this study. Source data are provided as a Source data file.

In agreement with this conclusion, enlarged LDs (BODIPY; green) were shown to interact with lysosomes (LysoTracker; red) in ESC-induced spheroids (24 h; Fig. 5c) as opposed to mitochondria (via ATPB; see Supplementary Fig. 6e, f for comparison). In peri-implantation embryos, we also observed a significant increase in the co-localisation of LDs with lysosomes in the epiblast of E4.5 relative to E3.5 blastocysts (Fig. 5d, e), coinciding with the onset of LD mobilization in vivo. This was mirrored by an increased incidence of LD co-localisation with LC3, an autophagosome marker (Supplementary Fig. 8a–c), confirming the involvement of autophagosomes, engulfing LDs, before fusion with lysosomes. For direct evidence of LD autophagic degradation, we next examined the dynamics of LDs and the phenotype of spheroids upon genetic depletion of the autophagy-related protein ATG5^45^ and hence inhibition of autophagic fluxes (Supplementary Fig. 8d). WT and ATG5 KO spheroids similarly formed enlarged LDs (24 h; Fig. 5f), validating that the loss of autophagy did not compromise the accumulation of stored lipids upon cell polarisation. ATG5 KO spheroids, however, showed a clear retention of enlarged LDs (48 h; Fig. 5f) and neutral lipid content (48 h; Supplementary Fig. 8e, f), and displayed abnormal morphology upon differentiation (Fig. 5g, h; see also Supplementary Fig. 8g, h), thus recapitulating the effect of LAListatII treatment on WT spheroids.

Collectively, our results unveil how the mobilization of stored lipids via lipophagy supports the proper execution of epiblast lumenogenesis, and furthermore highlight the intricacy of LDs, as central organelles, in the regulation of cell state transitions by bridging metabolism and cell biology.

## Discussion

Across mammalian species, oocytes and pre-implantation embryos have been reported to accumulate LDs^46^, which may be physiologically important during this developmental window. Notably, dynamic changes in LD morphology and enlargement were observed upon mouse blastocyst development (refs. ^24,25^ and this study). This coincides with the activation of the tricarboxylic acid cycle (TCA), which contributes to de novo fatty acid synthesis^47–50^. Besides the endogenous source, early embryos can also take up fatty acids from reproductive tract fluids^22^, which are used for β-oxidation to yield energy^51^ and for storage as neutral lipids^21,23^. Most recently, a small number of studies attempted to address the functional importance of LDs in pre-implantation embryos via enforced autophagy of the organelles^52^ and pharmacological inhibition of lipid synthesis^23^, resulting in developmental arrest and/or decreased embryonic viability. While these reports established the importance of maintaining the proper amount of stored lipids for the formation of the blastocyst, the implication of building-up LDs for subsequent development was not investigated.

In our study, we delved into this question by investigating the mechanisms that govern the dynamics of LDs in the epiblast of the implanting blastocyst. Combining embryo examinations with ESC-derived spheroid models, we discovered a previously unrecognised link between the sequential enlargement and mobilization of LDs, and morphogenesis of pluripotent cells. Interruption of this sequence, elicited by premature loss of lipid storage or blocking lipophagy-mediated LD mobilization, induces the aberrant formation of multiple lumens within disorganised epithelial structures (Fig. 5i), demonstrating the functional significance of stored lipids. Interestingly, similar dynamics of lipid storage is observed in the polar TE (Supplementary Fig. 4c, d), which gives rise to the extra-embryonic ectoderm (ExE) and undergoes lumenogenesis^53,54^. While it may be tempting to speculate a conserved role for LD-stored lipids in embryonic and extra-embryonic tissues, the timing and mechanisms of the future ExE morphogenesis differ from that of the epiblast, calling for further investigations using relevant stem cell-based models^54–56^ in conjunction with in vivo examinations.

In the pluripotent compartment, we mechanistically identified an essential role for the adipocyte enriched CIDEA protein in regulating LD enlargement to optimise and safeguard lipid storage prior to implantation. We find that abrogating CIDEA’s function promotes the cytosolic degradation of LDs by lipases (lipolysis), which in turn reduces the lipid storage capacity of the cells. Importantly, this reduction affects lumenogenesis, as preventing lipid degradation in CIDEA KO spheroids from the onset of differentiation improves the proportion of centrally formed lumens. Although it remains unclear how CIDEA or its LD fusion activity confers protection against promiscuous LD degradation, it has been shown that CIDEC, a closely related protein to CIDEA, interacts with ATGL via its LD clustering and fusion domain to suppress lipolysis activity in adipocytes^57^. More generally, LD enlargement and related alteration of the LD-surface proteome are thought to limit the recruitment and/or activation of lipases^58^. Therefore, investigating in the future the interacting partners of CIDEA and LD-surface proteome during differentiation may shed light on how lipid storage and its timely mobilization are regulated in pluripotent cells.

In vivo, we validated that the developing post-implantation epiblast also forms multiple lumens in the absence of CIDEA as observed in highly colonised CIDEA KO embryo chimaeras at ~E5.5 (*n* = 7/10). The phenotype was, however, resolved when chimaeras were allowed to reach the early bud stage (~E7.5; *n* = 3/3), indicative of developmental compensation. This agrees with the non-lethality of CIDEA KO mice^35^, albeit the full impact of CIDEA depletion on the normal incidence of embryo development and survival (e.g., number of littermates) has not been reported in this model. Interestingly, Madin-Darley Canine Kidney (MDCK) cell aggregates, a well-established epithelial cell model, have been shown to form multiple lumens by apoptosis upon cell polarity disruption. These microlumens subsequently merge into a single cavity; a sequence of events similarly observed during the formation of the pro-amniotic cavity in increased-size embryos^37^. Hence, a switch from polarity-driven to apoptosis-driven mechanisms may also occur during the remodelling of the epiblast in the absence of CIDEA, as signified by an increased incidence of apoptotic events in CIDEA-deficient spheroids although this has not been formally quantified in this study.

Another key finding of our study is the importance of lipophagy in the process of polarity-driven lumenogenesis. Pharmacological inhibition of lysosomal acidic lipases along with our complementary analysis of autophagy deficient (ATG5 KO) models established that lipophagy (as opposed to lipolysis) is strictly required for the timely mobilization of stored lipids into lysosomes and the proper formation of an apical lumen. Importantly, this result not only implies that the significance of lipid storage lies on its subsequent usage, but also demonstrates the specificity of the process. While ATG5 depletion inhibits autophagic fluxes and LD mobilization, the initial building-up of stored lipids is not impacted. This highlights that the two phases of lipid ‘management’ (i.e., storage and mobilization) are independently regulated yet are required together for proper lumenogenesis (Fig. 5i). Similarly, we confirmed that autophagy fluxes remain active in the absence of CIDEA (see Supplementary Fig. 8d), although we cannot exclude that the altered repositioning of organelles in KO spheroids may, at least partly, hamper lipophagy via reduced LD-lysosome interactions, as also suggested by the sporadic retention of high neutral lipid content in differentiating CIDEA-deficient spheroids (Supplementary Fig. 5a).

At the present, we still know relatively little of the signalling pathways that control lipid storage and its degradation coinciding with the hollowing of a central lumen. One potentially significant candidate is the AMP-activated protein kinase (AMPK), a well-established energy sensor and key modulator of lipid metabolism^59–61^. Whether AMPK activity is transiently modulated in the implanting blastocyst remains, however, to be studied. Of relevance, blastocysts temporarily arrested in diapause (i.e., embryos awaiting uterine receptivity to implant) have been reported to shift their metabolism from reliance on carbohydrates to LD-derived fatty acids^46^; a process found to be associated with enhanced lipolysis upon sustained activation of AMPK and inactivation of mTORC2^62^. In this context, lipolysis-mediated LD degradation was proposed to fuel β-oxidation to support the survival of developmentally paused embryos. In contrast, we find that inhibiting lipolysis (Supplementary Fig. 7) or β-oxidation (Mau, KHT & Azuara, V, unpublished observations) does not impede the morphogenesis of 3D spheroids as opposed to LAListatII treatment, highlighting different regulatory mechanisms and functions for LDs at peri-implantation times. While lysosomes are known to actively degrade and recycle intracellular materials including LDs, they also emerged as central hubs for intrinsic signalling pathways driven by metabolite availability^63^. Hence, determining whether critical LD-derived lipids are retained within lysosomes as metabolic signals and/or redistributed into different cellular compartments will be crucial to unfold how downstream events of lipophagy may coordinate developmental progression and morphogenesis.

In summary, our findings unveil how lipid storage trafficking and morphogenesis of pluripotent cells are fundamentally connected in peri-implantation embryos. Given the importance of lipid metabolism and cellular remodelling in development and tissue homeostasis, we believe that studying these two processes as being closely interrelated will be of relevance for both basic and clinical research.

## Methods

### Mouse embryos

Laboratory animals used in this study are of the species Mus musculus (CD1 and C57BL/6J strains). Mice were housed in a 12-h dark and 12-h light cycle. CD1 females were crossed with either C57BL/6J or CD1 males to obtain stage-specific embryos. Embryos were dissected in M2 medium (Sigma-Aldrich, M7167). For natural mating, sexually mature CD1 females were used (usually 6-week to 3-month-old). For superovulation, 5 international units (iu) Pregnant Mare Serum Gonadotrophin solution (Folligon, MSD Animal Health) was administered to 3–4-week-old females via intraperitoneal injection. After 2 days, 5 iu human Chorionic Gonadotrophin solution (hCG; Chorulon, MSD Animal Health) was injected, followed by crossing with males (usually 3–6-month up to 18-month-old). Six females were used per experiment. All experiments performed in the U.K. were approved by the Home Office (project licences to M.P. and S.S.) and have been regulated by the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical reviews by the Animal Welfare and Ethical Review Body (AWERB) at Imperial London College and the Local Ethical Review Panel (LERP) at the Department of Physiology, Anatomy and Genetics of the University of Oxford. Animal procedures performed in France were carried out according to French national rules on Ethics and Animal Welfare in the Animal Facility (IERP, INRAE, 10.15454/1.5572427140471238E12, Jouy-en-Josas). This work was approved by the French Ministry of Higher Education, Research, and Innovation (n°15–78) and the local Ethical Committee (INRAE Jouy-en-Josas Centre).

### Pre-implantation in vitro culture (IVC)

Four to eight cell embryos were collected at ~68 h post-hCG injection and cultured to E2.5 morula for 6 h (~74 h post-hCG injection), or E3.5 blastocysts for another 24 h (~98 h post-hCG injection). Alternatively, E3.5 blastocysts were collected at ~98 h post-hCG injection and cultured to E4.5 for 24 h (~122 h post-hCG injection). All embryos were cultured in EmbryoMax KSOMaa medium (Sigma-Aldrich, MR-106) under mineral oil, at 37 °C under 5% CO_2_. Embryos were then fixed by 4% paraformaldehyde (PFA) and proceeded with immunostaining and LD staining.

### Mouse ESC-embryo chimaeras

Host embryos were collected after natural mating at 2-cell stage and cultured overnight in M16 medium (Sigma-Aldrich, M7292). Embryos of 4–8 cell stages were used for injection the day after. For this, the embryos were transferred to M2 medium under mineral oil on the stage of an inverted microscope, equipped with Narishige micromanipulators. ESCs, initially cultured in 2i/LIF conditions, were trypsinized and re-suspended in M2 medium. A small quantity of cells was placed next to the embryos. Six to ten cells were injected into the embryos under the zone pellucida by a micro-injector under a piezo impact-driven system. Injected embryos were then transferred to E0.5 pseudo-pregnant CD1 female mice. Embryo chimaeras were harvested from foster females at E5.5 or E7.5 equivalent times.

### Cell culture

All cell cultures were maintained at 37 °C under 5% CO_2_. ESCs were routinely cultured on 0.1% gelatine coated culture plates in GMEM-BHK12 basal medium (Gibco, 21710-025) supplemented with 10% foetal bovine serum (FBS) (Gibco, 10270-106), Leukaemia Inhibitory Factor (LIF) (made in-house), 0.1 mM ß-mercaptoethanol (Gibco, 31350010), 0.24% (w/v), sodium bicarbonate (Gibco, 25080094), 1 mM sodium pyruvate (Gibco, 11360070), 0.1 mM non-essential amino acids (Gibco, 11140050), 2 mM L-glutamine (Gibco, 25030149) and 25 U/ml Pen-strep (Gibco, 11548876). Alternatively, ESCs were cultured on 0.2% gelatine coated culture plates in DMEM F12: Neurobasal (vol. ratio 1:1) medium (Gibco, 11320033 and 21103049) supplemented with N2 (Gibco, 17502048), B27 (Gibco, 17504044), 0.1 mM ß-mercaptoethanol, 2 mM L-glutamine and 25 U/ml Pen-strep, with inhibitors CHIR99021 (3 µM) (Tocris, 4423), PD0325901 (1 µM) (Tocris, 4192) and LIF, known as 2i/LIF conditions. For KSR (ThermoFisher) or AlbuMAX (ThermoFisher, 11020021) treatment, cells were seeded the day before, followed by replenishing medium with FBS replaced by 15% KSR or specific concentration of AlbuMAX, and cultured overnight.

### Self-renewal and proliferation assays

For assaying the self-renewal capacity of ESCs, alkaline phosphatase (AP) activity was tested. In brief, cells were seeded at 1000 cells/ml in each well and grown for 7–8 days, with medium replenished every day. AP activity was assessed using the AP Staining Kit (Sigma-Aldrich, SCR004) according to the manufacturer’s instructions. Stained colonies were counted and categorized into undifferentiated, mixed and differentiated based on morphology and staining intensity. For testing the proliferation of ESC cultures, cells were seeded at 3–5 × 10^5^ cells per well. After 2 days, cells were dissociated, counted and 3–5 × 10^5^ cells were re-plated. This was repeated for 8 passages and the growth curve was determined.

### ESC spheroid formation

ESC spheroids were formed as fully described in ref. ^1^, with minor modifications. Briefly, ESCs were dissociated by TrypLE (Gibco, 12604013) and counted on a haemocytometer. Cells were washed with DPBS (Sigma-Aldrich, D8537) and re-suspended in ice-cold Growth Factor-reduced Matrigel (Corning, 354230) as a single-cell suspension at 1500 cells per µl. The Matrigel cell suspension was seeded as 25 µl drops and set in ibidi-µ plate 8-well chambers (ibidi, 80821) at 37 °C for 10 min before replenishing FBS (15%) supplemented medium without LIF (-LIF). For experiments with pharmacological inhibition, sources and concentration of the inhibitors can be found in Supplementary Information (see Supplementary Data 1). For molecular experiments, cells were seeded as a “3D-on-top” culture. Briefly, pre-chilled culture plates were coated with Matrigel and set at 37 °C for 30 min. Single-cell suspension in culture medium (15% FBS; -LIF) was then seeded at 5 × 10^4^ cells per cm^2^. Once the cells are attached, the medium was replaced by 5% Matrigel supplemented medium (5% Matrigel; 15% FBS; -LIF). For collecting the spheroids, Matrigel cultures were washed with DPBS, followed by gentle scraping and incubation in chilled Cell Recovery Solution (Corning, 354253) for 30 min. The suspension was then collected in equivalent volume of cold PBS, followed by centrifugation (150 × *g*) to pellet the cells. Pelleted spheroids were washed in cold PBS again, snap-frozen before being processed for subsequent analyses.

### Molecular cloning

CIDEA WT and point-mutation (R47E and R171E) constructs were previously generated as detailed in Barneda et al.^27^. Insertion fragments were amplified by PCR (list of primers can be found in Supplementary Data 1), purified by PCR purification kit (Roche, 11732676001), followed by restriction enzyme digestion. Digested fragments with sticky ends were purified by gel electrophoresis and extracted by gel extraction kit (NEB, T1020S). Purified inserts were ligated to pre-digested pPyCAGIP plasmids by DNA ligase (NEB, M020S) at 16 °C overnight. Ligation product was transformed into DHFalpha competent bacterial cells and amplified. Bacteria culture was lysed, and plasmids purified by midiprep plasmid extraction kits (Invitrogen, K210004), followed by Sanger sequencing for verification.

### CRISPR-Cas9

To generate CIDEA KO ESCs, two sgRNAs were designed by the MIT online tool (http://crispr.mit.edu), to target the first intron and the last exon, leading to the complete deletion of the *Cidea* locus. 

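In GENCODE M21 on GRCm38, *Cidea* (ENSMUSG00000024526) lies on the forward strand of chromosome 18 from 67343604 to 67367785 and has 1 annotated transcript with 5 exons and 651 coding bases. The guide listed for the 5′ end, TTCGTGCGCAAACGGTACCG, matched this transcript on the reverse strand with AGG as its PAM, at 67343625 to 67343647, within the 5′ UTR in exon 1. The guide listed for the 3′ end, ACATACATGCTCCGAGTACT, matched on the forward strand with GGG as its PAM, at 67367446 to 67367468, within the coding sequence in exon 5. Guides were matched to the transcript sequence only. With Cas9 cutting 3 bases from the PAM, joining the cut ends would remove 67343631 to 67367462, a total of 23832 bases, and leave 58 coding bases after the second cut. The nearest expressed gene downstream, *Tubb6*, starts 22.9 kb beyond *Cidea* and was higher in CIDEA KO cells of the sequenced clone over all time points by a log2 fold change of 0.59 (standard error 0.064, adjusted p = 6.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 6 other expressed *Tubb* genes tested, paralogs among which reads can be split, had a median log2 fold change of -0.19 and 2 of them were called. Of 18 expressed genes within 1 Mb of *Cidea*, 2 were called, *Tubb6* and *Pmaip1*.

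**Figure D2:**
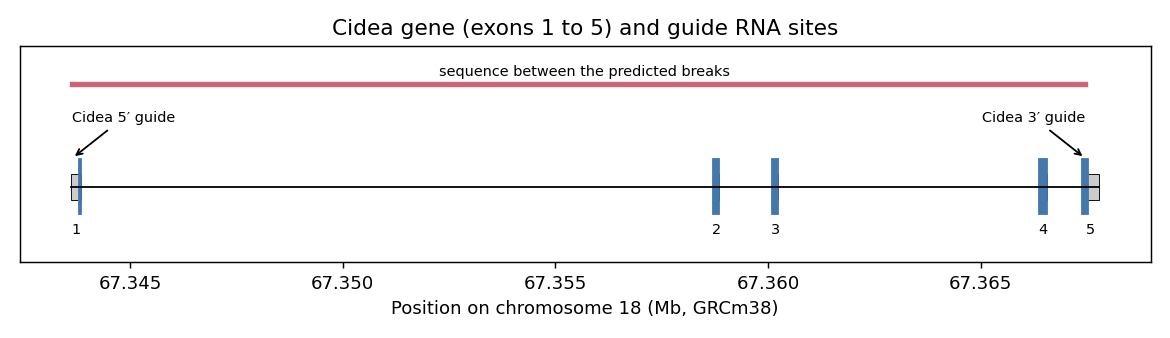
Map of *Cidea* on chromosome 18 (GRCm38, position in Mb) with its 5 exons, both guide sites and the interval between the cuts. The guide sites lie in exon 1 and exon 5, and the interval spans 23832 bases.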

Oligos encoding the sgRNAs were inserted into px458 and px459 plasmids, which also encode the Cas9 protein (Addgene, gifted by Feng Zhang). Plasmids were transfected into ESCs by nucleofection (Lonza, VPH-1001) following the manufacturer’s protocol. Successfully transfected cells were selected by transient antibiotic resistance and fluorescence expression. These cells were then sub-cloned manually and PCR (NEB, M0482; 30 cycles of 94 °C for 30 s, 60 °C for 30 s and 68 °C for 40 s) genotyped using primer pairs flanking the edited loci (see Supplementary Data 1). A scheme of gene-editing strategy and genotyping can be found in Supplementary Fig. 2d.

### Transfection

Cells were seeded at 2 × 10^5^ in a well of 6-well plate, the day prior to the transfection. On the day of transfection, the reaction mix was prepared by mixing 100 µl OptiMEM (Gibco, 31985026), 1 µg DNA and 1 µl Lipofectamine 2000 (ThermoFisher, 11668027). The mix was left to form a complex at room temperature for 10 min. Medium was replaced with 1.5 ml fresh media with addition of 100 µl of the transfection mix. The day after, cells were washed and replenished with fresh medium in the presence of puromycin for selecting successfully transfected cells. For generation of sub-clones, cells were seeded at low density and allowed to grow into individual colonies. Colonies were manually isolated and expanded as independent cell lines.

### Immunostaining

Cells were fixed in either 2% (embryo chimaeras) or 4% PFA for 10–30 min (10 min for cell culture, 20 min for ESC spheroids and 15–30 min for embryos). Fixed samples were washed with PBS three times, 5 min each, followed by permeabilization by 0.3–0.5% Triton-X or 0.05% Saponin in 10% FBS-PBS, for 10–30 min. Permeabilized cells were washed 3 times, followed by incubation with primary antibody in 10% FBS-PBS overnight at 4 °C (for a complete list of antibodies and dilution factors, please see Supplementary Data 1). The day after, samples were washed by PBS, followed by incubation with the secondary antibodies (Alexa Fluor conjugated secondary antibodies) and fluorescently labelled phalloidin (F-ACTIN staining) for 1 h at room temperature. Samples were then washed and incubated with 40 μg/ml DAPI (Sigma-Aldrich, D9542) for nuclei staining. Samples were mounted in Prolong (Invitrogen, P36930/P36970) or Vectashield mounting agent (Vectorlabs, H1000). Most experiments were imaged using a Leica SP5 confocal microscope. Peri-implantation embryos for lineage-specific LD analysis were imaged by Zeiss LSM710 confocal microscope. Embryo chimaeras were imaged with an inverted ZEISS AxioObserver Z1 microscope equipped with an ApoTome slider, a Colibri light source, Axiocam MRm camera and driven by the Axiovision software 4.8.2. The full z-stack sections of WT and CIDEA KO embryo chimaeras shown in Fig. 3h can be found in Supplementary Movie 2 and Movie 3, respectively. List of all antibodies used with company names, catalogue numbers and dilution factors can be found in Supplementary Data 1.

### LD staining

Fixed samples were stained with BODIPY 493/503 (5 µg/ml in PBS protected from light exposure) (Invitrogen, D3922) for 30 min. Samples were then washed 3 times with PBS, followed by DAPI staining for 10 min. BODIPY staining was carried out after secondary antibody incubation, in the case of staining LDs in immunostaining samples.

### Lipophagy live-cell imaging

Embryos or ESC spheroids were co-stained for lysosomes and LDs with LysoTracker Red (500 nM) (Invitrogen, L7528) and BODIPY 493/503 (5 µg/ml), respectively. Cells were first washed and stained for lysosomes by incubation in medium with the addition of LysoTracker for 15 min. After lysosome labelling, cells were washed three times with PBS, followed by LD labelling in PBS with BODIPY 493/503 for 10 min. Labelled cells were then washed with PBS and replenished with culture medium (in the presence of Hoechst33342, 1:1000 for visualizing nuclei; Thermo Scientific, 62249). Labelled embryos or spheroids were then imaged on a Leica SP5 confocal microscope in ibidi µ-plates.

### Time-lapse microscopy

For time-lapse imaging, cells were seeded and imaged in phenol-red free culture medium supplemented with 50 mM HEPES. Imaging was carried out by a Leica SP5 confocal microscope in imaging cabinet maintained at 5% CO_2_ and 37 °C. The imaging stage was set up for multiple-position capturing and z-stacks were captured at 1 µm per step. For imaging LDs, live cells were pulse-labelled by BODIPY 493/503 for 10 min, followed by washes and replenished with pre-warmed culture medium.

### Image analysis

LD size and number in cultured pre-implantation embryos were measured by Fiji ImageJ using the “3D object counter” plug-in to analyse the BODIPY channel. Image stacks were first processed by “3D fast filter” to minimize background signal prior to analysis. LD size and number of ESC spheroids were analysed using the same method. To measure the neutral lipid content (i.e., total LD volumes) of ESC spheroids using BODIPY staining, the fluorescence intensity of each individual LD was measured using the same “3D object counter” plug-in. Neutral lipid content was then calculated as the sum of the fluorescence intensity of all LDs in each spheroid and standardized to the spheroid volume. Volume of the spheroids was measured by the same plug-in on F-ACTIN channel, which marks the cell boundary of the spheroids. Lineage-specific analysis of LD size and number in freshly harvested peri-implantation embryos was carried out using the Imaris v6.3 software (Bitplane). Briefly, embryonic tissues were manually outlined on each image plane of the z-stack images, according to E-CADHERIN staining. The 3D structures of the tissue were then re-constituted by the software and LDs in each tissue structure were selected and analysed under automatic segmentation. Details of the lineage-specific LD analysis pipeline can be found in Supplementary Fig. 4a, b. For LD analysis in ESC cultures, Cell Profiler software was used and the “identify primary objects” plug-in was used to determine the number and area of each LD. Co-localization of fluorescence signals, including LysoTracker/BODIPY (see Fig. 5d, e) and LC3/BODIPY (Supplementary Fig. 8b, c), was assessed by “Ez Colocalization” plug-in^64^ with Fiji ImageJ, and presented as Pearson Correlation Coefficient.

### Triglyceride (TG) quantification

ESCs or spheroid cultures were collected as described above (see the ‘Cell culture’ and ‘ESC spheroid formation’ sections, respectively). Samples were washed in PBS and snap-frozen in liquid nitrogen before processing. Before the assay, cell number equivalents of snap-frozen cell lysate samples were determined by CyQuant Cell Proliferation Kit (Invitrogen, C7026) according to the manufacturer’s manual, and 1 × 10^6^ cell equivalents were taken for the assay. Triglyceride levels of cell lysate samples were measured using the Triglyceride Colorimetric Assay Kit (Cayman, 10010303) on a fluorescent plate reader according to the manufacturer’s instruction.

### RNA extraction

Cells were collected and lysed in RLT buffer. RNA extraction was carried out by RNeasy Mini Kit (Qiagen, 74106) according to the manufacturer’s instruction. RNA eluted from the extraction columns were analysed by Nanodrop to determine the purity and concentration.

### RT-qPCR

Reverse transcription (RT) of RNA was carried out separately, prior to qPCR. For RT, 1 µg of RNA was mixed with 0.5 µl of oligo-dT, 0.5 µl random hexamers and 1 µl of dNTP, as a 11 µl mix. The reaction mix was incubated at 65 °C for 5 min and cooled down on ice for 1 min, before adding the SuperScriptIII reverse transcriptase (1 µl; Invitrogen, 18080044) with 1 µl of 0.1 M DTT, 4 µl of 5x reaction buffer and 1 µl of RNaseOUT (Invitrogen, 10777019). The mixture was incubated at 25 °C for 5 min followed by 50 °C incubation for 1 h. Reverse transcriptase was then heat-inactivated at 70 °C for 15 min. Resultant cDNA was diluted to 5 ng/µl for qPCR. For qPCR, 10 ng of cDNA was used in each reaction with 5 µl of SYBR Green qPCR reagent (Merck, kcqs00) and 0.01 nmol/µl primers. qPCR was run as followed, 95 °C for 15 min; 40 cycles of 94 °C for 15 s, 60 °C for 30 s and 72 °C for 30 s. For analysis, Ct value of analysed genes was normalized to the average of Ct values of the two housekeeping genes *L19* and *S17*. List of primers used can be found in Supplementary Data 1.

### Western blot

ESCs or spheroid cultures were collected as described above (see the ‘Cell culture’ and ‘ESC spheroid formation’ sections, respectively) and lysed in RIPA buffer for protein extraction. Protein concentration was determined by BCA assay (ThermoFisher, 23225) according to the manufacturer’s instruction. 10 µg protein was loaded with 4x Lammeli buffer (Bio-Rad, 161-0747) into SDS-PAGE gels (7% running gel/4% stacking gel) with pre-stained protein ladder. After SDS-PAGE, proteins were transferred to the PVDF Immobilon-FL membrane (Millipore, IPL00010) by semi-dry transfer protocol, followed by blocking in 5% milk for 1 h. Blocked membrane was incubated in primary antibody solution (in 5% milk) overnight. The membrane was washed in Tris-buffered saline with 0.1% Tween-20 (TBST), followed by Horseradish peroxidase (HRP)-conjugated secondary antibody (Santa Cruz, sc-516102; dilution of 1:5000) incubation for 1 h at room temperature. The membrane was then washed (1x TBST), developed with Immobilon Forte HRP substrate (Millipore WBLUF0500), and imaged by ImageQuant LAS4000 imager or exposed to X-ray film. Quantification was done by Fiji ImageJ. List of all antibodies and dilution factors used can be found in Supplementary Data 1. Scans of uncropped blots are provided in the Source data file.

### RNA-sequencing and data analysis

The library preparation and sequencing were conducted by Genewiz. Libraries were sequenced on Illumina HiSeq (2 × 150 bp) to a depth of 30 million reads. Quality filtering of paired-end reads was carried out using FastQC (Simon Andrews, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), followed by data trimming with Trimmomatic-0.33^65^ to remove sequencing adaptors and low-quality bases (<15). Quantification of transcripts was performed using Kallisto v0.43.1^66^. All downstream analysis was carried out in R using Bioconductor packages.

### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism except RNA sequencing data. No statistical method was used to predetermine sample size of embryos and spheroid analysed and experiments were not conducted under blinded condition. Data were presented as means ± s.e.m. For qualitative analysis, for example, assessment of spheroid phenotypes, results were statistically tested by two-sided Chi-square (Fisher exact) test, with data plotted as contingency tables. For quantitative analysis, for example, neutral lipid content using BODIPY fluorescence intensity and LD sizes, results were first tested by D’Agostino and Pearson’s omnibus normality test, to check for normal distribution. Normally distributed data were then analysed by two-sided unpaired *t*-test with Welch’s correction. Non-normally distributed data were analysed by two-sided Mann–Whitney U test. All experiments including quantification experiments were performed in triplicate unless specified. All statistical tests were conducted on data pooled from all replicas of experiments. In cases of data shown as proportions, for example, LD size distribution and spheroid phenotype, results were presented as the mean ± s.e.m. of triplicate experiments. Inter-experiment variation is checked by the same statistical test to ensure consistency of the results.

### Data representation

Box plot: centre line shows the medians; box limits indicate the 25th and 75th percentiles as determined by GraphPad Prism software; the whiskers end at minimum and maximum values.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Reporting Summary

## Data Availability

The RNA-sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE165563. The RNA-sequencing data of mouse embryo development used in this study are available in the ArrayExpress database under accession code E-MTAB-2958. Source data include RT-qPCR data (Fig. 2c; Fig. 3b; Supplementary Fig. 1c, d, f, g; Supplementary Fig. 2a, f, g, h), quantification of immunofluorescence data (Fig. 1b, c; Fig. 2e, f, j; Fig. 3c, d; Fig. 4c; Fig. 5a, e; Supplementary Fig. 4d; Supplementary Fig. 8c, e), records of spheroid phenotypes (Fig. 3e, f; Fig. 4e; Fig. 5b, h; Supplementary Fig. 6b; Supplementary Fig. 7d; Supplementary Fig. 8h), triglyceride assay (Supplementary Fig. 5a; Supplementary Fig. 7f), growth and self-renewal assays (Supplementary Fig. 2i, j, k, l) and uncropped western blots (Supplementary Fig. 2b; Supplementary Fig. 7d). Time-lapse movies described in this study are available as Supplementary Movie 1 (Fig. 2b) and Supplementary Movies 4–6 (Fig. 4a). Z-stack images of representative highly colonized WT and CIDEA KO E5.5 embryo chimaeras are also provided as Supplementary Movies 2, 3 (Fig. 3h). Cell lines and/or plasmids generated in this study are available upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dynamic enlargement and mobilization of lipid droplets in pluripotent cells coordinate morphogenesis during mouse peri-implantation development
**Source:** Nat Commun. 2022 Jul 5;13:3861. doi: 10.1038/s41467-022-31323-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **Dynamic Enlargement and Mobilization of Lipid Droplets in Pluripotent Cells Coordinate Morphogenesis during Mouse Peri-implantation Development**

**Mau *et al.***

## **Supplementary Information**

**Supplementary Figure 1**, *Cidea* is highly induced in embryonic stem cells cultured under lipid-rich conditions.

**Supplementary Figure 2**, Enforcing or abolishing *Cidea* expression alters the behaviour of LDs without affecting the undifferentiated status of ESCs.

**Supplementary Figure 3**, CIDEA is strictly required to fulfil the full process of LD enlargement in ESCs.

**Supplementary Figure 4**, Enlarged LDs accumulated in the blastocyst are mobilized upon implantation in the epiblast lineage.

**Supplementary Figure 5**, CIDEA knockout ESCs acquire normally a primed pluripotent state in 3D cultures.

**Supplementary Figure 6**, CIDEA knockout disrupts lumenogenesis in pluripotent cells *in vitro* and *in vivo*.

**Supplementary Figure 7**, Lysosomal degradation of LDs is specifically required for spheroid morphogenesis.

**Supplementary Figure 8**, Lipophagy coordinates the timely mobilization of LDs and morphogenesis during peri-implantation development.

## Supplementary Figures

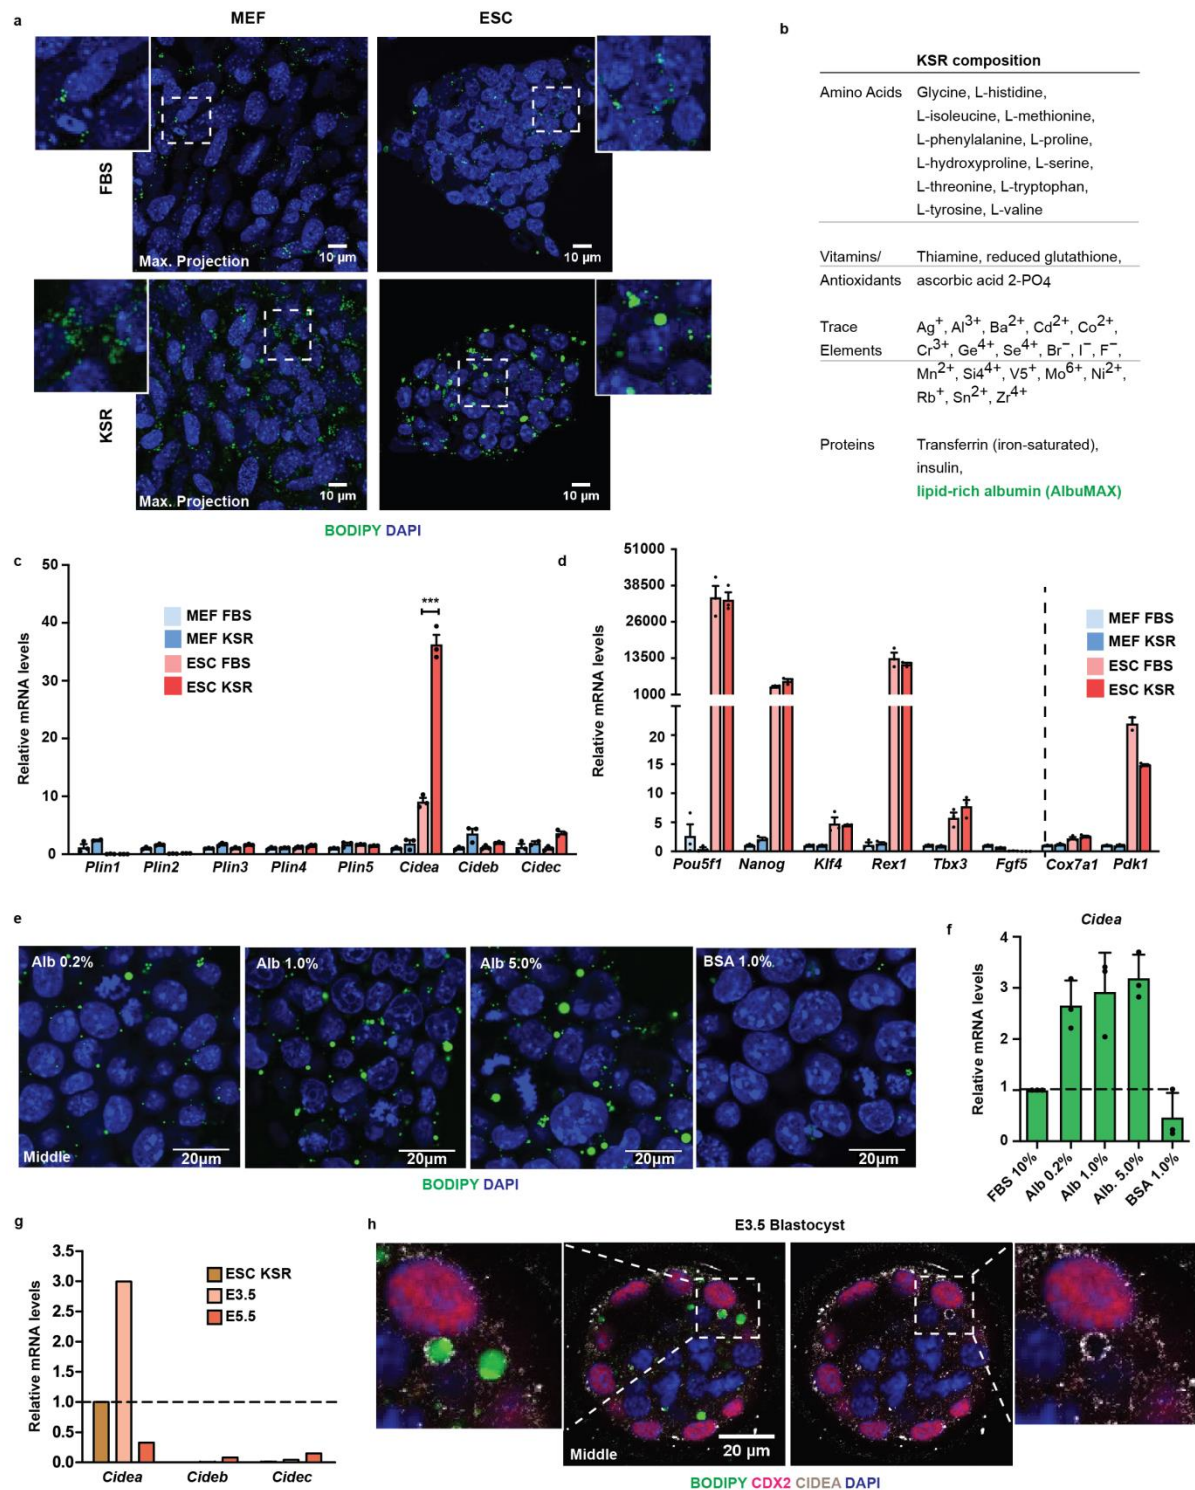

**Supplementary Figure 1 | *Cidea* is highly induced in embryonic stem cells cultured under lipid-rich conditions.** (a) Representative images of BODIPY 493/503-stained LDs in MEFs and E14-ESCs cultured in foetal bovine serum (FBS) and knockout serum replacement (KSR)-supplemented media (n=3). Squares indicate magnified regions. (b) Composition of KSR as previously reported<sup>1</sup>. (c,d) Expression (RT-qPCR) of perilipin (*Plin*) and cell death

inducing DFF45-like effector (*Cide*) gene family members (c), pluripotency-associated *Pou5f1* (also known as *Oct4*), *Nanog*, *Klf4*, *Rex1* (also known as *Zfp42*), *Tbx3* and *Fgf5* (left), and metabolic *Pdk1* and *Cox7a1* (right) genes (d) in MEFs (blue) and E14-ESCs (red) cultured in FBS and KSR-supplemented media (see also Fig. 2c showing the same raw data for the *Cidea* transcript only). Data are expressed relative to MEFs (FBS = 1). Error bars, means  $\pm$  s.e.m. (n=3); two-sided unpaired Student's t-test; \*\*\*,  $p < 0.001$  ( $p = 9.4 \times 10^{-5}$ ). (e) Images of BODIPY-stained LDs in E14-ESCs cultured in media supplemented with increasing concentrations of AlbuMax (Alb) and lipid free BSA fraction V (BSA) used as control (n=3). (f) Expression (RT-qPCR) of *Cidea* transcript in cells from (e). Data are expressed relative to FBS samples (FBS = 1; dotted line). Error bars, means  $\pm$  s.e.m. (n=3). (g) Expression (RT-qPCR) of *Cidea*, *Cideb* and *Cidec* transcripts in E14-ESCs grown in KSR-supplemented medium and pools of freshly harvested E3.5 and E5.5 embryos (n=5-8). Data are expressed relative to ESC control (ESC KSR = 1; dotted line); error bars, means  $\pm$  s.e.m (n=3). (h) Representative images of BODIPY-labelled LDs and CIDEA protein detected at the surface of LDs by immunostaining using an anti-CIDEA antibody from Santa Cruz (sc-8730-R) in freshly harvested E3.5 blastocysts (n=6). CDX2, trophectoderm lineage marker. Source data are provided as a Source Data file.

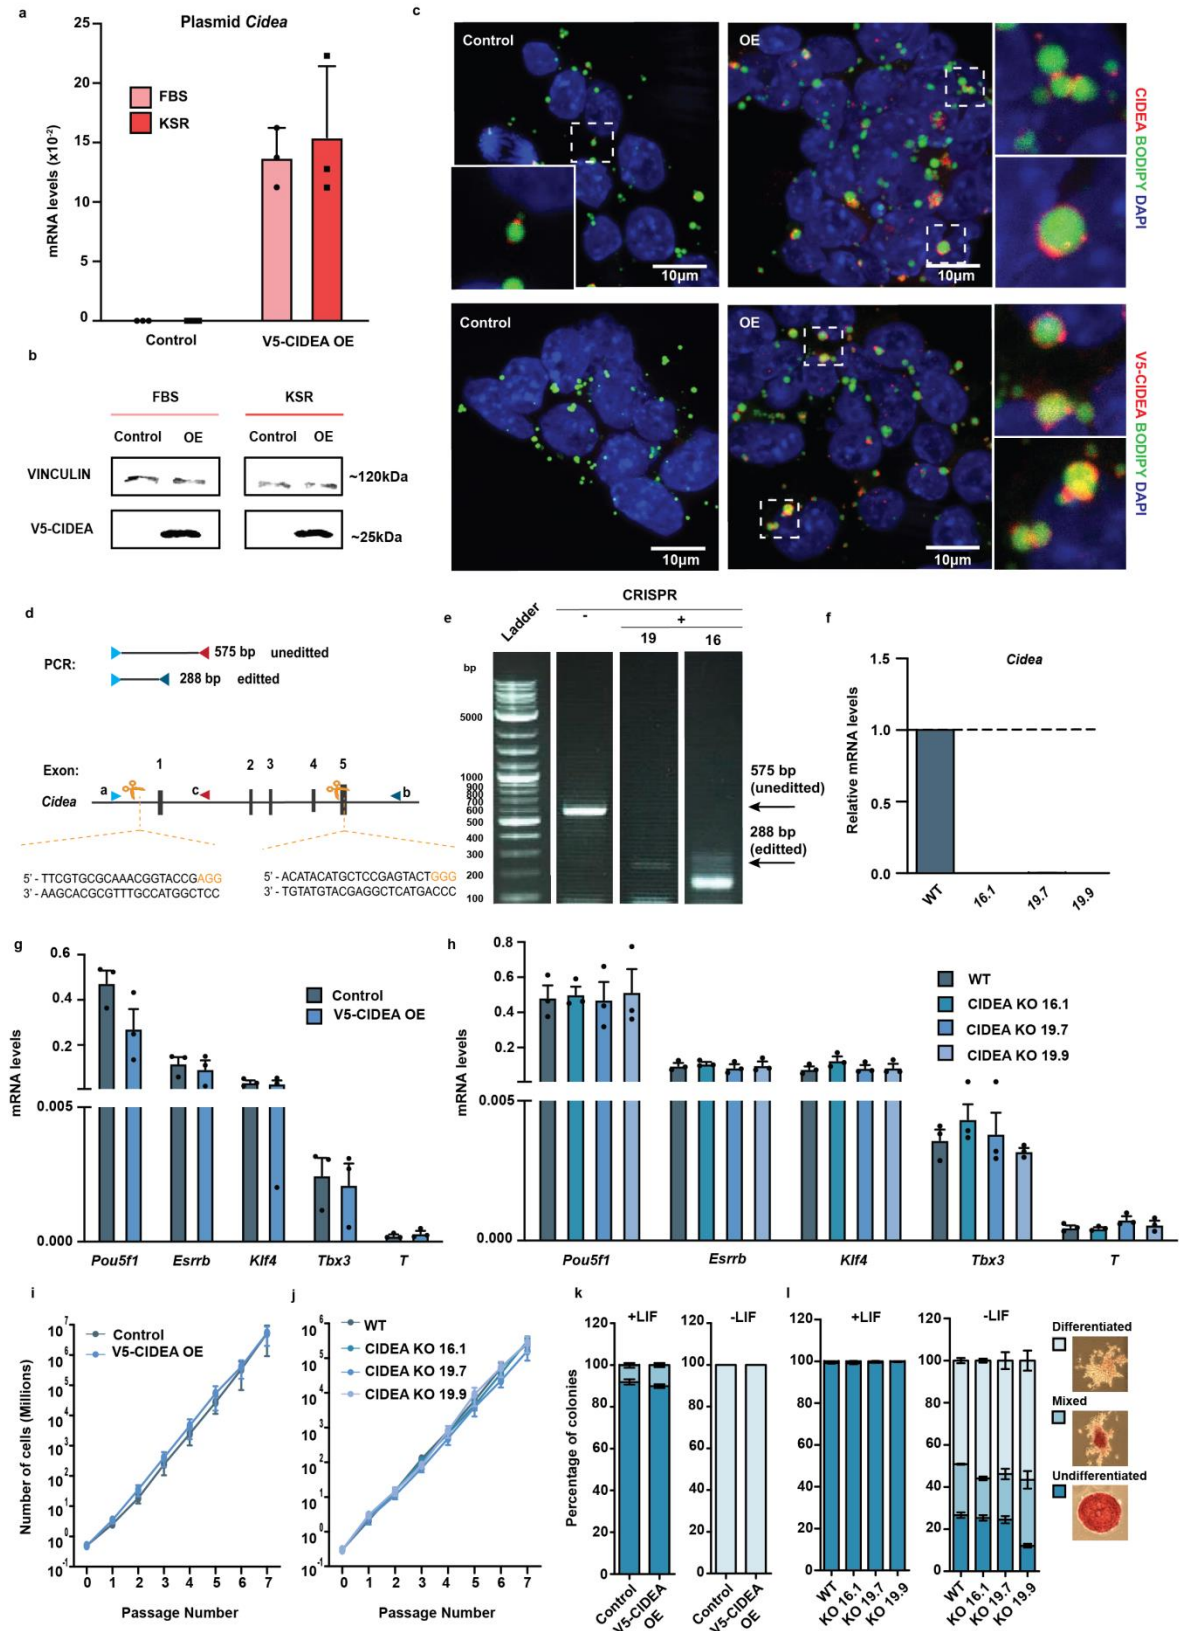

**Supplementary Figure 2 | Enforcing or abolishing *Cidea* expression alters the behaviour of LDs without affecting the undifferentiated status of ESCs.** (a) Expression of exogenous (plasmid) *Cidea* transcript (RT-qPCR) in stably transfected E14-ESCs with empty (control)

and V5-tagged *Cidea* (V5-CIDEA) constructs grown in FBS and KSR-supplemented media. Each symbol represents one biological replicate. Error bars, means  $\pm$  s.e.m. (n=3). OE, overexpression. **(b)** Western blot analysis of V5 epitope and VINCULIN (loading control) in cells from (a) (n=2). **(c)** Immunostaining images of total (top) and exogenous (bottom) CIDEA protein at LD-LD contact sites and at the surface of enlarged LDs labelled by BODIPY 493/503 in control and V5-CIDEA OE E14-ESCs exposed to KSR (~ 6-7hours) (n=3). Squares indicate magnified regions. CIDEA protein was detected by immunostaining using an anti-CIDEA antibody from Proteintech (13170-1-AP). **(d)** Strategy of CRISPR-Cas9 deletion of the *Cidea* locus. Scissors indicate the position of sites targeted by gRNAs; arrows indicate the position of genotyping primers. Primers a and b amplify *Cidea* edited alleles, while primers a and c amplify unedited alleles, yielding 288bp and 575bp PCR products, respectively. **(e)** Genomic PCR analysis of homozygous CIDEA knockout (KO) ESC clones (16.1, 19.7 and 19.9) along with parental wild-type (WT) R1-ESCs used as control. **(f)** Expression (RT-qPCR) of *Cidea* transcript in CIDEA KO clones relative to WT ESCs grown in FBS-supplemented medium. Data are expressed relative to control samples (WT=1; dotted line). Error bars, means  $\pm$  s.e.m. (n=3). **(g,h)** Expression (RT-qPCR) of pluripotency-associated genes (*Pou5f1*, *Esrrb*, *Klf4*, *Tbx3*) and early differentiation marker *T* (also known as *Brachyury*) in V5-CIDEA OE and CIDEA KO ESCs along with matching controls in FBS-supplemented medium. Each dot represents one biological replicate; error bars, means  $\pm$  s.e.m. (n=3). **(i,j)** Growth curves of cells over 7 passages in FBS-supplemented medium; error bars, means  $\pm$  s.e.m. (n=3). **(k,l)** Percentage of colonies formed from cells seeded at low density and grown for 7 days with (+) and without (-) LIF in FBS-supplemented medium. Colonies were counted and scored as undifferentiated, mixed, and differentiated based on the intensity of alkaline phosphatase staining. Error bars, means  $\pm$  s.e.m. (n=3). Source data are provided as a Source Data file.

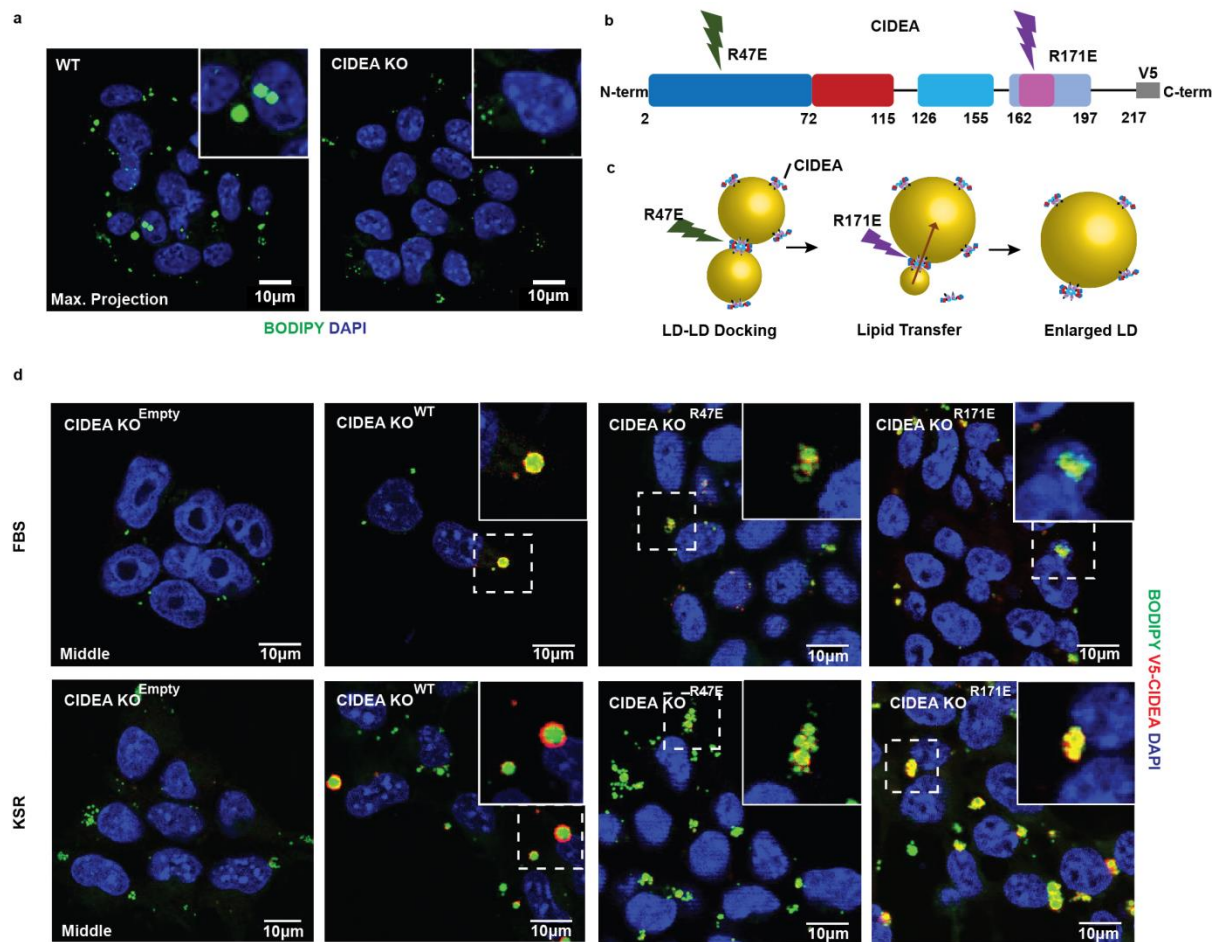

**Supplementary Figure 3 | CIDEA is strictly required to fulfil the full process of LD enlargement in ESCs.** (a) Representative images of BODIPY 493/503-stained LDs in parental WT and CIDEA KO R1-ESCs cultured in KSR-supplemented medium (clone 19.7). Similar data were obtained with clones 16.1 and 19.9 (n=3). (b) Scheme depicting V5-CIDEA protein with indications of point-mutation (R47E and R171E) insertion sites via substitution of Arginine (R) with Glutamate (E). The N-terminal of CIDEA consists of a basic region (2-72 amino acids) followed by an acidic region (73-110 amino acids). Its C-terminal is mostly basic and encompasses a highly conserved region amongst CIDE family members (126-155 amino acids) and a hydrophobic region (162-197 amino acids). Blue, basic; red, acidic; magenta, amphipathic; grey, V5, epitope. (c) Effects of CIDEA point-mutations (R47E and R171E) on the process of LD enlargement. CIDEA mediates its function on the surface of LDs where it promotes the docking of adjacent LDs by forming CIDEA trans-complexes through contributions of the N-terminal and a C-terminal dimerization region. These complexes, enriched at LD-LD contact sites, interact with LD phospholipid monolayer via an amphipathic helix and likely increase phospholipid barrier permeability, promoting LD fusion by transference of lipids as previously described<sup>2</sup>. Point-

mutation R47E within N-terminal region leads to LD-LD docking defect. Point-mutation R171E within amphipathic helix leads to lipid transfer defect. **(d)** Representative images of BODIPY stained-LDs and V5 epitope in CIDEA KO ESCs (clone 19.7) stably transfected with control (CIDEA KO<sup>Empty</sup>), wild-type (CIDEA KO<sup>WT</sup>) and point-mutated (CIDEA KO<sup>R47E</sup> and CIDEA KO<sup>R171E</sup>) V5-tagged *Cidea* constructs, in FBS- and KSR-supplemented media (n=3) (see also Fig. 2g showing the same images in KSR-supplemented medium only).

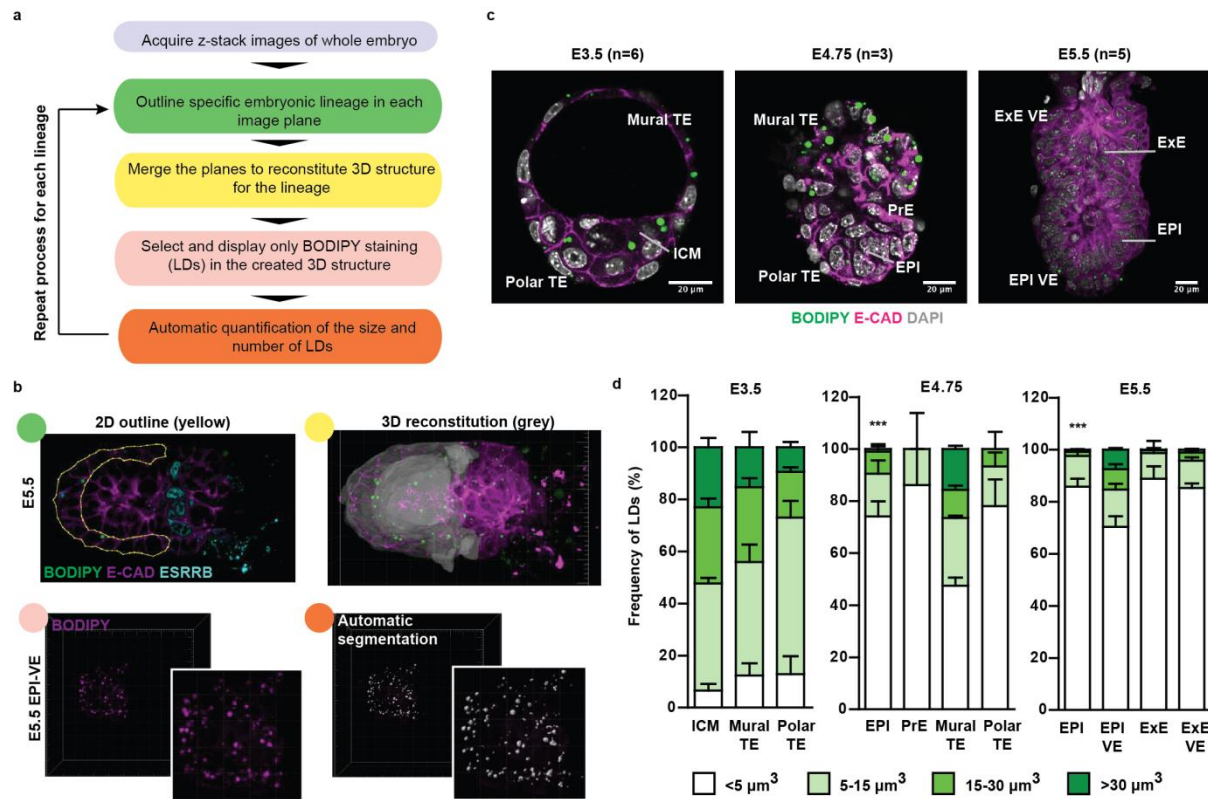

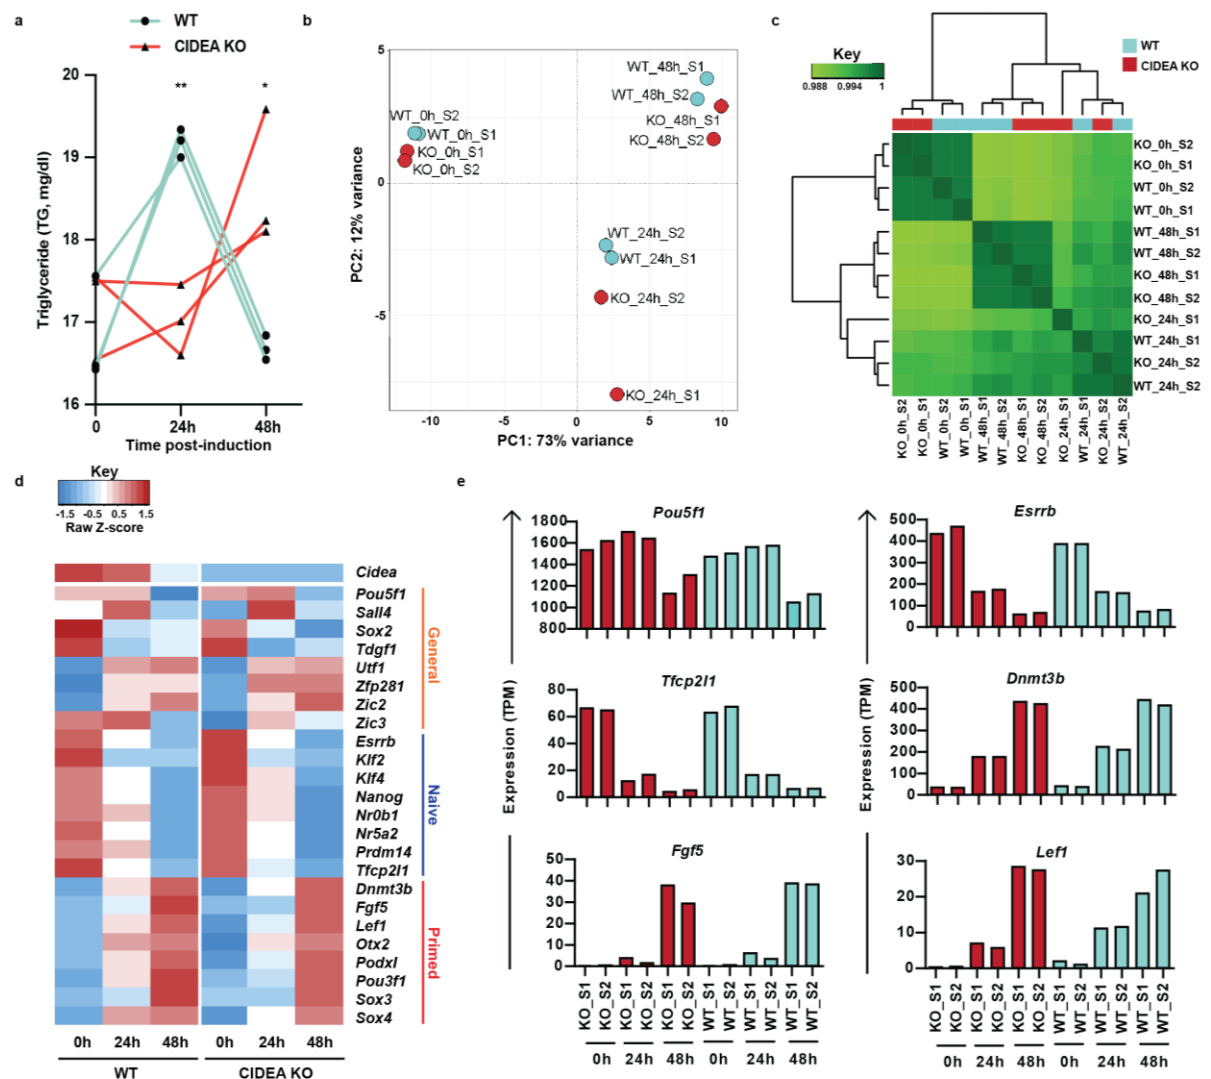

**Supplementary Figure 5 | CIDEA knockout ESCs acquire normally a primed pluripotent state in 3D cultures.** (a) Levels of cellular triglyceride (TG; mg/dl) in WT (blue) and CIDEA KO (red) ESCs prior to induction (0 hours) and post-induction (24, 48 hours) of spheroid differentiation. Measurements using a fluorometric-based assay were made on  $1 \times 10^6$  cell equivalents as estimated by DNA content quantification (see Methods) (n=3). Two-sided unpaired Student's t-test, \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ . Exact p-values: 24h WT vs CIDEA KO,  $p = 0.001243$ ; 48h WT vs CIDEA KO,  $p = 0.015271$ . (b) Principal Component Analysis of RNA-sequencing data collected from two independent samples (S1 and S2) of WT and CIDEA KO ESCs (clone 19.7) prior to induction (0 hours) and post-induction (24, 48 hours) of spheroid differentiation showing that the majority of variance is associated with the stages of differentiation along PC1 (n=2 biological replicates for each time point; each dot represents one sample). (c) Heatmap showing the correlation between expression profiles of RNA-sequencing samples across differentiation. Data are log-normalised, and correlation

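Principal components of the RNA-sequencing libraries were computed from edgeR's log2 CPM (prior count 2) of the 500 genes with the highest variance, centred and not scaled. PC1 held 33.8% of the variance and ordered the libraries by time. Its scores ran from -35.0 to -30.4 for the ESC libraries at 0 h and from 28.4 to 34.7 for the spheroid libraries at 48 h, with both genotypes within each range. At 24 h the WT libraries scored 7.42 and 10.5, and the KO libraries -15.4 and 3.90. PC2 held 20.2% of the variance and set one library apart, replicate 1 of KO spheroids at 24 h, with a score of -66.2 while the others lay between -6.38 and 16.4. The share of PC1 moved most with the transformation, reaching 73.7% with DESeq2's variance-stabilized counts, for which PC2 held 11.9%. The Pearson correlation between libraries, computed across the genes that passed the filter and therefore not over independent replicates, lay between 0.908 and 0.977. Its lowest value among replicates of a group was 0.938. With variance-stabilized counts the lowest correlation between libraries was 0.965.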

was calculated using Pearson's Coefficient. **(d)** Average expression of selected general (orange), naive (blue) and primed (red) pluripotency genes in WT and CIDEA KO ESCs (0 hours) and spheroids (24, 48 hours) indicating that the transition from naive to primed pluripotency is not significantly affected upon loss of CIDEA. 

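Each class held 8 genes, and the mean log2 fold change between CIDEA KO and WT cells was tested per class and time point by limma's rotation gene set test (fry, two-sided) with Benjamini-Hochberg adjustment over the 9 comparisons. The naive genes (*Esrrb*, *Klf2*, *Klf4*, *Nanog*, *Nr0b1*, *Nr5a2*, *Prdm14* and *Tfcp2l1*) differed by 0.15 at 0 h (adjusted p = 0.266), -0.01 at 24 h (0.821) and -0.21 at 48 h (0.199). The general genes differed by less than 0.06 in size at every time point, with adjusted p-values of 0.821, 0.983 and 0.122. The primed genes (*Dnmt3b*, *Fgf5*, *Lef1*, *Otx2*, *Podxl*, *Pou3f1*, *Sox3* and *Sox4*) were lower in KO cells by a mean of -0.37 at 0 h (adjusted p = 0.0036 by fry) and of -0.61 at 24 h (adjusted p = 0.0036 by fry), in both pairs of libraries at each time. At 48 h their mean difference was -0.07 (adjusted p = 0.821 by fry), with 1 of 2 pairs lower. With the replicate number as a replicate block, the adjusted p-values of the primed genes by fry were 0.026 at 0 h and 0.014 at 24 h, beside a mean correlation of 0 between the deviations of libraries sharing a number. Not all primed genes fell at 0 h, when *Pou3f1* was higher by 0.70 (standard error 0.19), an edgeR difference called over the list but not over all genes (adjusted p = 0.106). *Sox3* was also higher (0.22), *Lef1* (-2.03) and *Otx2* (-0.95) fell most, and the others lay between -0.39 (*Podxl*) and -0.0021 (*Sox4*). The mean difference of the set at 0 h moved most, to -0.14, when *Lef1* was left out (adjusted p = 0.031 by fry). Leaving out *Lef1* and *Otx2* together was not run, so a fall of the whole class at 0 h was not shown. The settings that follow used all 8 primed genes. With average transcript lengths as offsets the mean at 0 h was -0.45. With the number of genes detected per library as a covariate it was -0.38 (adjusted p = 0.0066 by fry). Among the 24 genes, adjusting edgeR's quasi-likelihood p-values over all genes tested by the Benjamini-Hochberg method gave 3 calls at 0 h, 4 at 24 h and 0 at 48 h, where 1349 of all genes had an unadjusted p-value under 0.05. Adjusting over the list alone gave 8, 5 and 2 calls. At 0 h the calls over all genes were *Klf4* (log2 fold change 0.47, standard error 0.087, adjusted p = 0.0058), *Lef1* (-2.03, standard error 0.27, adjusted p = 0.00039) and *Otx2*. At 24 h they were *Klf4* (0.42, standard error 0.088, adjusted p = 0.017), *Lef1* (-0.92, standard error 0.19, adjusted p = 0.017), *Pou3f1* (-1.24, standard error 0.15, adjusted p = 9.2e-05) and *Dnmt3b* (-0.34, standard error 0.065, adjusted p = 0.0099). The calls of *Klf4* at both times and of *Lef1* and *Dnmt3b* at 24 h were lost with average transcript lengths as offsets, and all calls named here but that of *Otx2* at 0 h were lost with limma on log2(TPM + 1). All kept their direction when each library was left out in turn.

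**Figure D3:**
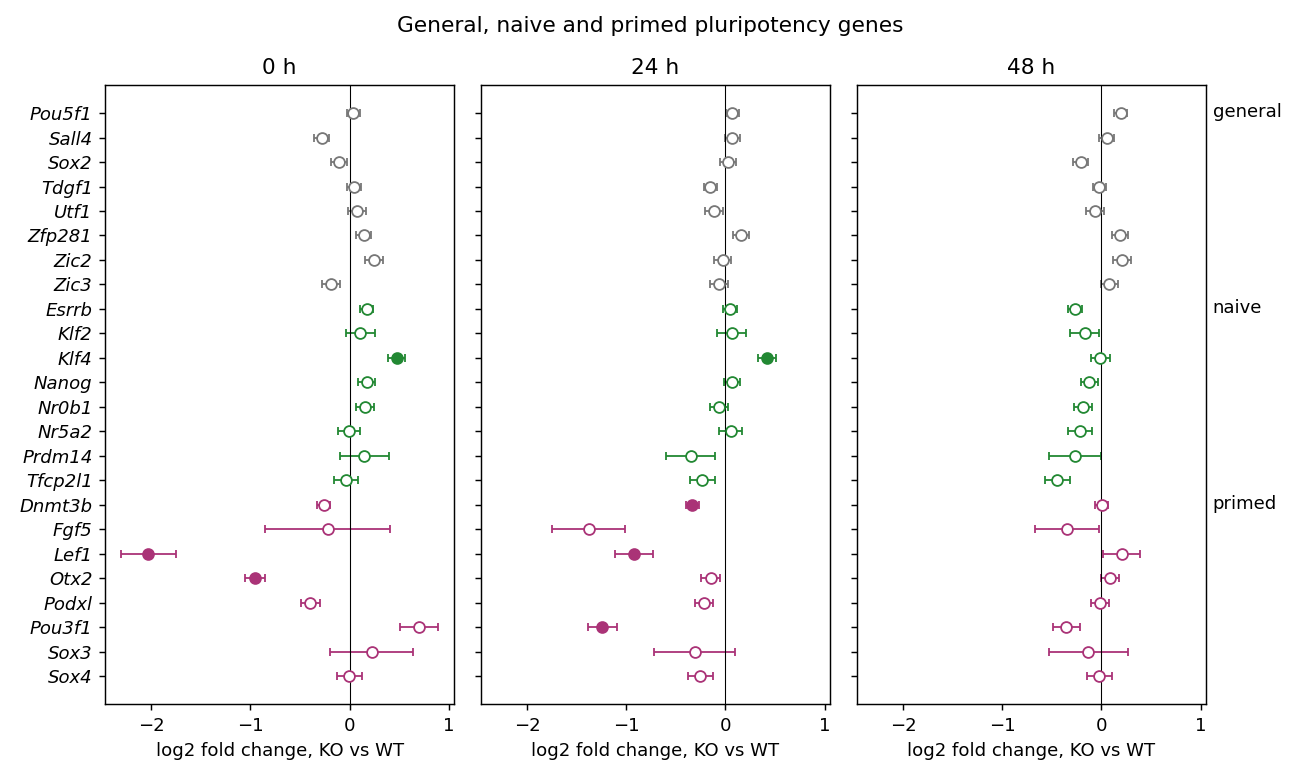
Log2 fold change between CIDEA KO and WT cells for the 8 general, 8 naive and 8 primed genes at 0, 24 and 48 h, 1 panel per time point on a shared axis. Points are edgeR estimates, and bars are approximate standard errors derived from the F statistic of edgeR's quasi-likelihood test. Filled points passed that test after Benjamini-Hochberg adjustment over all genes. *Lef1* (-2.03) lies farthest from 0 at 0 h and *Fgf5* (-1.38) at 24 h.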

Scale bar represents log-normalised expression value. **(e)** Bar plots showing the expression of *Pou5f1*, *Esrrb*, *Tfcp2l1*, *Dnmt3b*, *Fgf5* and *Lef1* as Transcript per Million (TPM) from RNA-sequencing datasets in (b-d). 

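TPM values were summed over the transcripts of each gene, with 2 libraries per group. *Esrrb* fell from 388 ± 2.7 TPM (SD, n = 2) at 0 h to 164 ± 4.6 at 24 h and 76.7 ± 5.0 at 48 h in WT cells, and from 454 ± 24.5 to 172 ± 11.3 and 63.2 ± 4.7 in CIDEA KO cells. *Tfcp2l1* fell from 66.9 ± 5.7 TPM (SD, n = 2) to 16.6 ± 0.06 and 6.23 ± 0.21 in WT, and from 66.9 ± 1.3 to 14.3 ± 3.3 and 5.0 ± 0.13 in KO cells. *Pou5f1* was at 1499 ± 16 TPM (SD, n = 2), 1573 ± 9.2 and 1089 ± 56 in WT cells at 0, 24 and 48 h, and at 1578 ± 61, 1681 ± 43 and 1222 ± 124 in KO cells. *Dnmt3b* rose from 38.9 ± 2.9 TPM (SD, n = 2) to 225 ± 9.7 and 441 ± 15 in WT, and from 36.1 ± 1.7 to 181 ± 1.1 and 439 ± 4.3 in KO cells. *Fgf5* rose from 0.34 ± 0.22 TPM (SD, n = 2) to 4.78 ± 1.9 and 38.6 ± 0.3 in WT, and from 0.29 ± 0.23 to 2.67 ± 1.6 and 33.6 ± 6.0 in KO cells. *Lef1* rose from 2.73 ± 1.06 TPM (SD, n = 2) to 19.6 ± 7.3 and 25.4 ± 6.3 in WT, and from 0.45 ± 0.09 to 7.52 ± 1.8 and 28.4 ± 0.75 in KO cells. The difference between the genotypes exceeded the larger replicate SD for *Esrrb*, *Pou5f1* and *Lef1* at 0 h, for *Pou5f1*, *Dnmt3b*, *Fgf5* and *Lef1* at 24 h, and for *Esrrb*, *Tfcp2l1* and *Pou5f1* at 48 h. Of these, *Lef1* at 0 h and 24 h and *Dnmt3b* at 24 h were also called by edgeR over all genes. Restricted to the most abundant transcript of each gene, the values of *Dnmt3b* moved most in TPM, to 138 ± 10.9 TPM (SD, n = 2) in WT and 138 ± 1.8 in KO spheroids at 48 h.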

Source data are provided as a Source Data file.

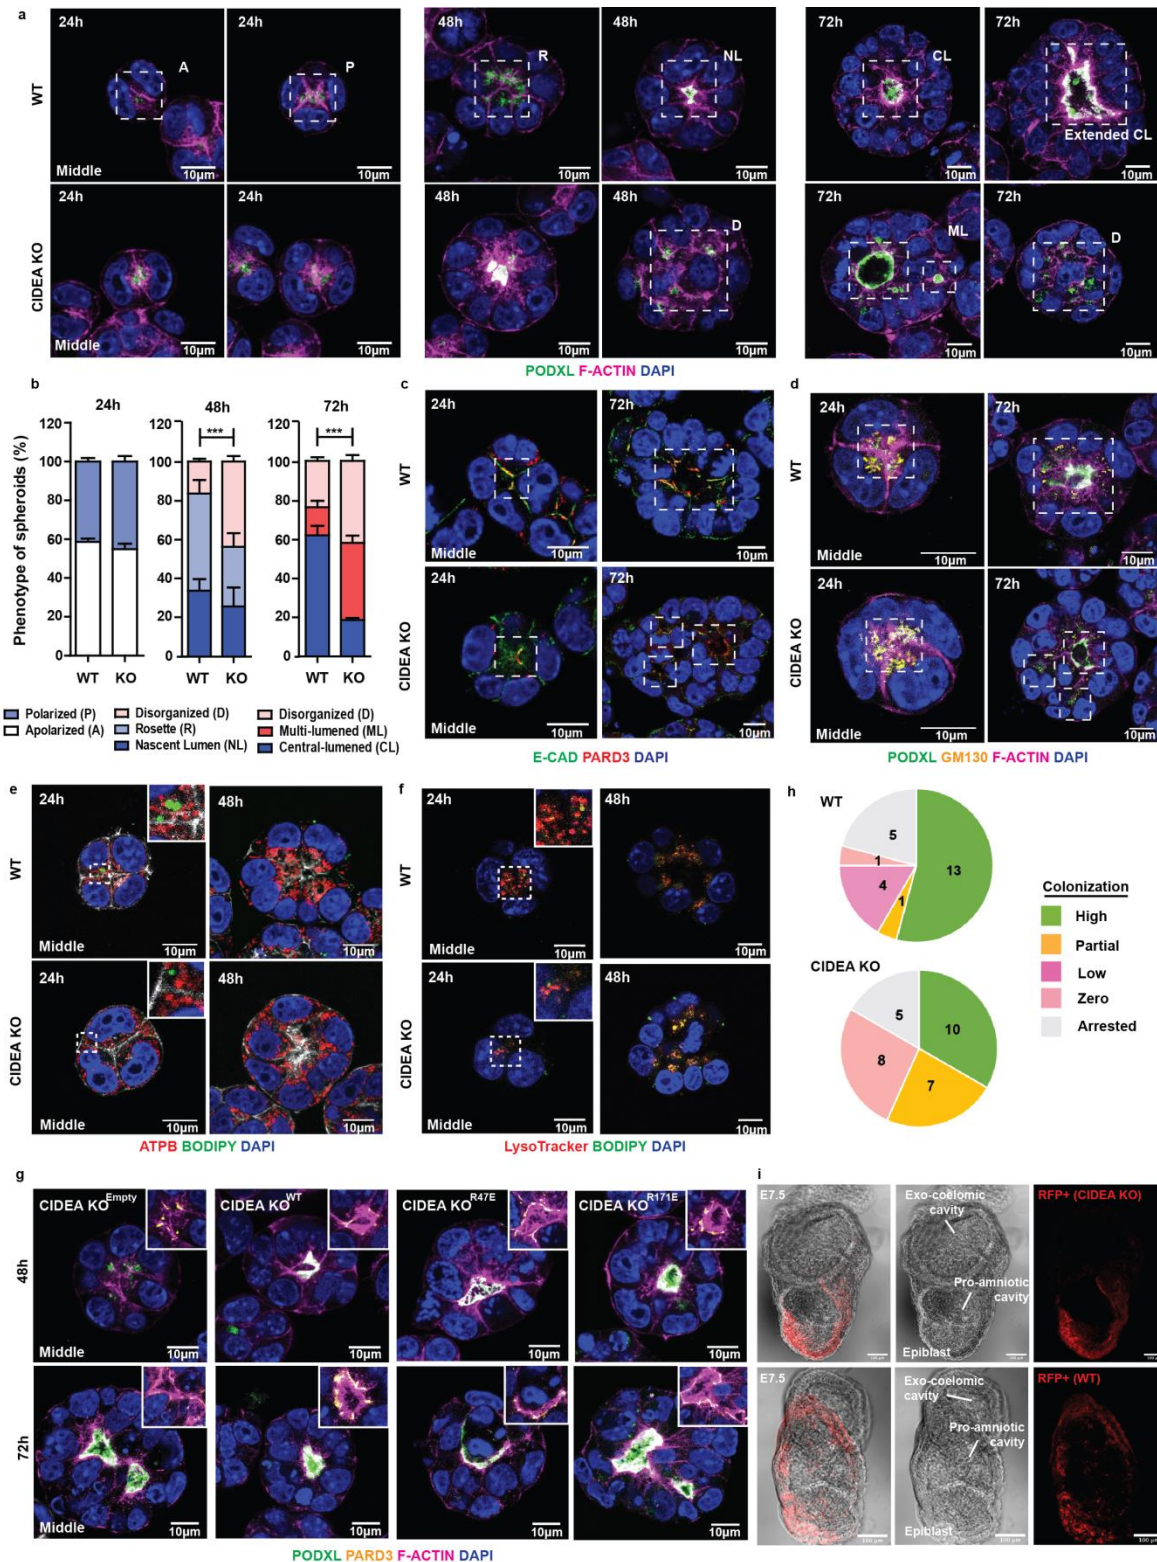

**Supplementary Figure 6 | CIDEA knockout disrupts lumenogenesis in pluripotent cells *in vitro* and *in vivo*.** (a) Formation of spheroids by WT and CIDEA KO ESCs over 72 hours of differentiation. Immunostaining against PODXL marks apical polarity (n=3). Phenotypes of spheroids are scored as follows: A, apolarized; P, polarized; R, rosette; NL, nascent lumen; CL, central-lumened; ML, multi-lumened; D, disorganized. (b) Quantification of the

phenotype of spheroids from (a) as defined (see also Fig. 3e showing the same data at 72 hours only).  $n \geq 122$  spheroids; error bars, means  $\pm$  s.e.m. ( $n=3$ ); two-sided Chi-square (Fisher exact) test; \*\*\*,  $p < 0.001$ . Exact p-values: 48h WT vs KO,  $p = 3.5 \times 10^{-6}$ ; 72h WT vs KO,  $p = 8.6 \times 10^{-13}$ . **(c,d)** Distribution of known polarity markers confirming the formation of multiple lumen foci in CIDEA KO spheroids 72 hours post-induction of differentiation. Apical membranes are marked by immunostaining against atypical PKC (aPKC) complex member PARD3 and adherens junction protein E-CADHERIN (E-CAD) (c). Golgi apparatus marker GM130 localized in sub-apical domains of polarized epithelium, along with cytoplasmic PODXL (d). ( $n=3$ ) **(e,f)** Prevalent apical repositioning of mitochondria (marked by ATPB)(e) and lysosomes (labelled by LysoTracker Red)(f) is disrupted in CIDEA KO spheroids as imaged against BODIPY 493/503-stained LDs. Squares indicate magnified regions ( $n=3$ ). **(g)** Representative images of spheroids formed by CIDEA KO ESCs stably transfected with empty (CIDEA KO<sup>Empty</sup>), wild-type (CIDEA KO<sup>WT</sup>) and point-mutated (CIDEA KO<sup>R47E</sup> and CIDEA KO<sup>R171E</sup>) V5-tagged *Cidea* constructs ( $n=3$ ) (see also Supplementary Fig. 3). **(h)** Numbers of E5.5 embryo chimaeras showing high, partial, low or no epiblast colonization by injected LifeAct-RFP-expressing WT and CIDEA KO ESCs. 5/30 WT and 5/24 CIDEA KO embryo chimaeras were arrested in development. **(i)** Bright-field images of E7.5 embryo chimaeras highly colonized by LifeAct-RFP expressing WT and CIDEA KO ESCs, similarly showing a single, fully developed pro-amniotic cavity in agreement with the non-embryonic lethality of CIDEA KO mice<sup>3</sup> ( $n=2-3$ ). Source data are provided as a Source Data file.

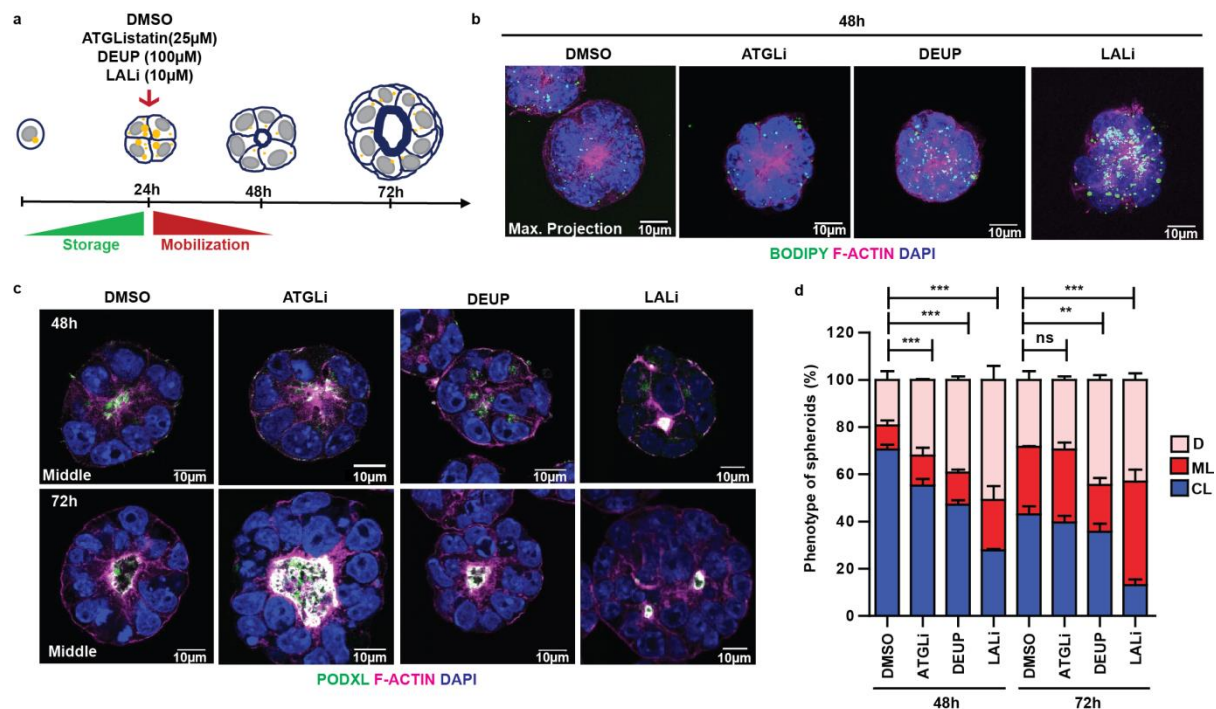

**Supplementary Figure 7 | Lysosomal degradation of LDs is specifically required for spheroid morphogenesis.** (a) Experimental set-up. Inhibitors selectively targeting the activity of the LD-associated lipase ATGL (ATGLListatin), all cytosolic lipases (DEUP), lysosomal acid lipase (LALListatII) or vehicle control (DMSO) were added into spheroid cultures 24 hours post-induction of differentiation, and their effects analysed at indicated time-points. (b) Representative images of BODIPY 493/503-stained LDs in WT spheroids treated with DMSO, ATGLListatin (ATGLi), DEUP or LALListatII (LALi) as outlined in (a) (n=3). (c) Representative images of spheroids formed under DMSO, ATGLi, DEUP or LALi treatment. Apical polarity is labelled by immunostaining against PODXL (n=3). (d) Quantification of the phenotype of spheroids from (c) (see also Fig. 5b showing the same data for DMSO or LALi treatment at 72 hours only). n ≥ 166 spheroids; error bars, means ± s.e.m. (n=3); two-sided Chi-square (Fisher exact) test, ns, not significant; \*\*, p<0.01; \*\*\*, p<0.001. Exact p-values: 48h DMSO vs 48h ATGLi, p=0.0003; 48h DMSO vs 48h DEUP, p=9.5x10<sup>-7</sup>; 48h DMSO vs 48h LALi, p=2.7x10<sup>-19</sup>; 72h DMSO vs 72h ATGLi p=0.8106; 72h DMSO vs 72h DEUP p=0.0019; 72h DMSO vs 72h LALi p=5.6x10<sup>-14</sup>. D, disorganised; ML, multi-lumened; CL, central-lumened. Source data are provided as a Source Data file.

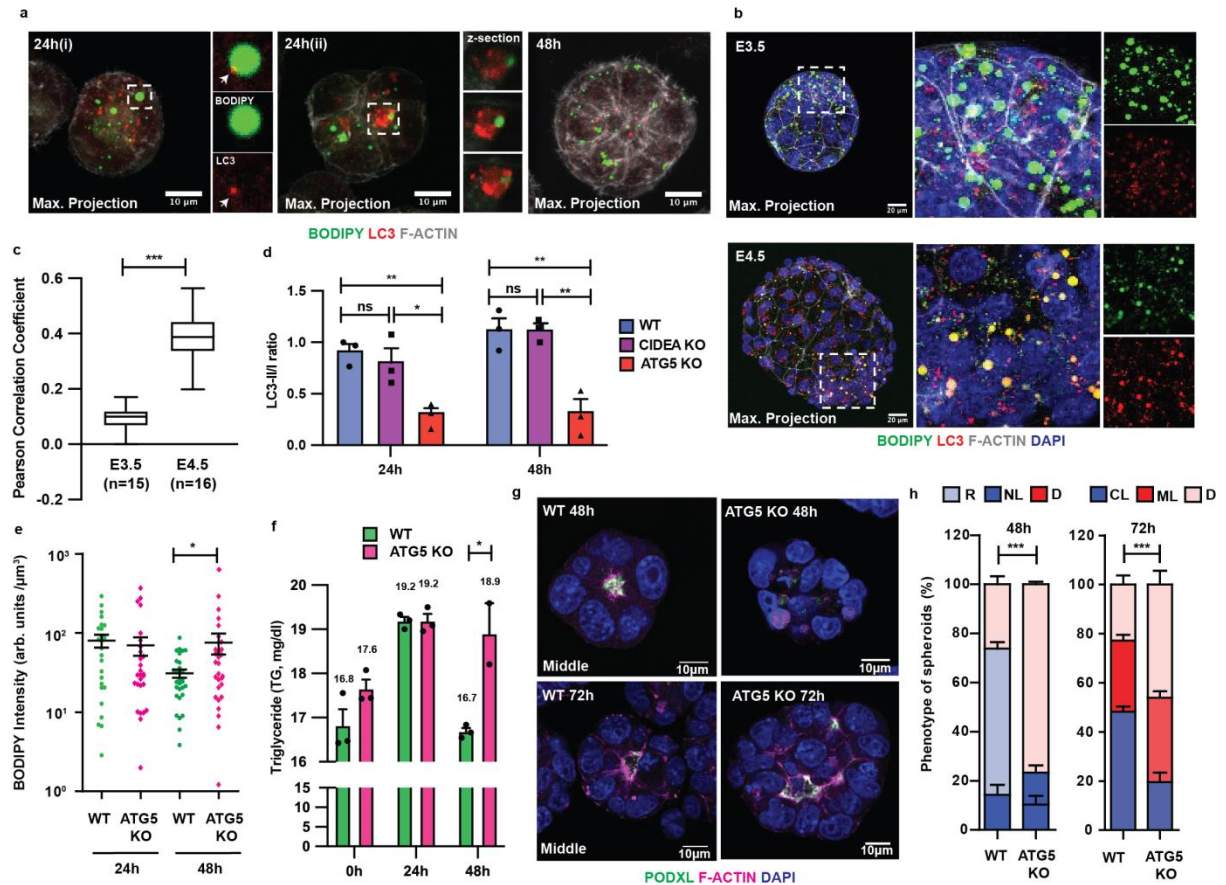

**Supplementary Figure 8 | Lipophagy coordinates the timely mobilization of LDs and morphogenesis during peri-implantation development.** (a) Representative images of BODIPY 493/503-stained LDs tagged (i) and engulfed (ii) into autophagosomes (marked by LC3) in WT ESC-induced spheroids at 24 hours post-induction of differentiation along with 48-hour WT spheroids shown for comparison (n=3). Squares indicate magnified regions. (b) Representative images of autophagosomes and LDs in E3.5 (~ 98 hours post-hCG injection) and E4.5 (~ 122 hours post-hCG injection) blastocysts stained as in (a) (n=15-16 blastocysts). (c) Co-localization analysis of LC3 and BODIPY signals in blastocysts from (b), showing autophagy degradation of LDs in late E4.5 blastocysts (n=15-16). Pearson Correlation Coefficient (+1, correlation to -1, anti-correlation); two-sided Mann-Whitney U test; \*\*\*, p<0.001 (p=0.0005). Box limits = 25<sup>th</sup>-75<sup>th</sup> percentiles; centre lines = medians; whiskers end = min. and max. values. See also Fig. 5d,e showing comparable analysis upon staining for lysosomes (LysoTracker) and LDs. (d) Autophagy flux represented by LC3-II/I ratio as estimated by Western blotting (n=3) in spheroids formed by WT, CIDEA KO and ATG5 KO ESCs. Two-sided unpaired Student's t-test; ns, not significant; \*, p<0.05; \*\*, p<0.01. Exact p-values: 24h WT vs 24h CIDEA KO, p=0.53; 24h WT vs 24h ATG5 KO p=0.0036; 24h CIDEA KO vs 24h ATG5 KO, p=0.0312; 48h WT vs 48h CIDEA KO p=0.99; 48h WT vs

48h ATG5 KO  $p=0.0083$ ; 48h CIDEA KO vs ATG5 KO,  $p=0.0044$ . **(e)** Quantification of neutral lipid content using BODIPY 493/503 staining (BODIPY fluorescence intensity normalised to spheroid volume) in spheroids formed by WT (green) and autophagy deficient ATG5 KO (magenta) ESCs<sup>4</sup> at indicated time-points.  $n=30$  spheroids; error bars, means  $\pm$  s.e.m. ( $n=3$ ); two-sided Mann-Whitney U test, \*,  $p<0.05$  ( $p=0.0364$ ). **(f)** Levels of cellular triglyceride (TG; mg/dl) in WT and ATG5 KO ESCs prior to induction (0 hours) and post-induction (24, 48 hours) of spheroid differentiation. Measurements using a fluorometric-based assay were made on  $1 \times 10^6$  cell equivalents ( $n=3$ ). Two-sided unpaired Student's t-test; \*,  $p<0.05$  ( $p=0.024$ ). **(g)** Representative images of spheroids formed by WT and ATG5 KO ESCs at indicated time-points ( $n=3$ ). **(h)** Quantification of the phenotype of spheroids from (g) (see also Fig. 5h showing the same data at 72 hours only).  $n \geq 159$  spheroids; error bars, means  $\pm$  s.e.m. ( $n=3$ ); two-sided Chi-square (Fisher exact) test; \*\*\*,  $p<0.001$  (48h,  $p=1.9 \times 10^{-20}$ ; 72h,  $p=1 \times 10^{-8}$ ). R, rosette; NL, nascent lumen; D, disorganized; ML, multi-lumened; CL, central-lumened. Source data are provided as a Source Data file.

## Supplementary References

- 1 Price PJ, G. M., Tilkins ML. Embryonic stem cell serum replacement. *International Patent Application WO 98/30679* (1998).
- 2 Barneda, D. *et al.* The brown adipocyte protein CIDEA promotes lipid droplet fusion via a phosphatidic acid-binding amphipathic helix. *Elife* **4**, e07485, doi:10.7554/eLife.07485 (2015).
- 3 Zhou, Z. *et al.* Cidea-deficient mice have lean phenotype and are resistant to obesity. *Nat Genet* **35**, 49-56, doi:10.1038/ng1225 (2003).
- 4 Mizushima, N. *et al.* Dissection of autophagosome formation using Atg5-deficient mouse embryonic stem cells. *J Cell Biol* **152**, 657-668, doi:10.1083/jcb.152.4.657 (2001).

# Supplementary material for: Dynamic enlargement and mobilization of lipid droplets in pluripotent cells coordinate morphogenesis during mouse peri-implantation development
**Source:** Nat Commun. 2022 Jul 5;13:3861. doi: 10.1038/s41467-022-31323-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Lists of oligonucleotides, antibodies and inhibitors used in this study.

File name: Supplementary Movie 1

Description: Timelapse movie of LDs in E14-ESCs. BODIPY-stained LDs underwent fusion in ESCs cultured in KSR-supplemented medium. Time-lapse Z-stacks were acquired every 2 minutes and represented as maximal projection (see Fig. 2b).

File name: Supplementary Movie 2

Description: Z-stack images of E5.5 WT embryo chimaera. Z-stack images of a representative embryo chimaera generated from injecting wild-type (WT) LifeACT-RFP expressing ESCs into E2.5 embryo (see Fig. 3h; upper panel).

File name: Supplementary Movie 3

Description: Z-stack images of E5.5 CIDEA KO embryo chimaera. Z-stack images of a representative embryo chimaera generated from injecting CIDEA knockout (KO) LifeACT-RFP expressing ESCs into E2.5 embryo (see Fig. 3h; lower panel).

File name: Supplementary Movies 4-5

Description: Time-lapse movies of LDs in two representative WT ESC-induced spheroids. BODIPY-stained LDs were maintained and gradually trafficked towards the apical domains of the spheroids. Timelapse Z-stacks were acquired every 10 minutes and represented as maximal projection (see Fig. 4a, left panel).

File name: Supplementary Movie 6

Description: Timelapse movie of LDs in a representative CIDEA KO ESC-induced spheroid. BODIPY-stained LDs disappeared within ~2 hours of imaging in the absence of CIDEA expression. Time-lapse Z-stacks were acquired every 10 minutes and represented as maximal projection (see Fig. 4a; right panel).

# Supplementary material for: Dynamic enlargement and mobilization of lipid droplets in pluripotent cells coordinate morphogenesis during mouse peri-implantation development
**Source:** Nat Commun. 2022 Jul 5;13:3861. doi: 10.1038/s41467-022-31323-2
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Real-time qPCR: StepOne plus (Applied Biosystems)  
Western Blot: GE ImageQuant LAS4000 imager (Cytiva) and Fiji ImageJ (v1.53i)  
RNA sequencing: Illumina HiSeq (2 x 150bp configuration)  
Imaging: Leica SP5 Confocal, Zeiss LSM710 Confocal, ZEISS AxioObserver Z1  
Fluorescence plate reader: PHERAstar PLUS (BMG-Labtech)

#### Data analysis

RNA sequencing: Quality filtering of paired-end reads by FastQC; data trimming by Trimmomatic-0.33; quantification by Kallisto v0.43.1; subsequent analysis in R (version 4.0.2) using Bioconductor packages.

Imaging data: minor and full-image adjustment of brightness/contrast by ImageJ (v1.53i).  
ImageJ package "3D fast filter" for minimizing background signal before quantification - see also Ollion, J. et al. TANGO: A Generic Tool for High-throughput 3D Image Analysis for Studying Nuclear Organization. *Bioinformatics* 29(14), 1840-1 (2013).  
ImageJ package "EzColocalization" for measuring signal co-localization - see also Stauffer, W., Sheng, H. & Lim, H.N. EzColocalization: An ImageJ plugin for visualizing and measuring colocalization in cells and organisms. *Sci Rep* 8, 15764, doi.org/10.1038/s41598-018-33592-8 (2018).  
ImageJ built-in "3D object counter" for quantifying signals.

Statistical analysis: GraphPad Prism version 5.01

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE165563. The RNA-sequencing data of mouse embryo development used in this study are available in the ArrayExpress database under accession code E-MTAB-2958.

Source data are provided with this paper, including RT-qPCR data (Fig. 2c; Fig. 3b; Supplementary Fig. 1c,d,f,g; Supplementary Fig. 2a,f,g,h), quantification of immunofluorescence data (Fig. 1b,c; Fig. 2e,f,j; Fig. 3c,d; Fig. 4c; Fig. 5a,e; Supplementary Fig. 4d; Supplementary Fig. 8c,e), records of spheroid phenotypes (Fig. 3e,f; Fig. 4e; Fig. 5b,h; Supplementary Fig. 6b; Supplementary Fig. 7d; Supplementary Fig. 8h), triglyceride assay (Supplementary Fig. 5a; Supplementary Fig. 7f), growth and self-renewal assays (Supplementary Fig. 2i,j,k,l) and uncropped western blots (Supplementary Fig. 2b; Supplementary Fig. 7d).

Time-lapse movies described in this study are available as Supplementary Movie 1 (Fig. 2b) and Supplementary Movies 4-6 (Fig. 4a). Z-stack images of representative highly colonized WT and CIDEA KO E5.5 embryo chimaeras are also provided as Supplementary Movies 2,3 (Fig. 3h).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Experimental design followed common standards in the field. No statistical methods were used to predetermine sample size. 24 and 30 mouse ESC-embryo chimaeras (E5.5) were generated for each cell type (WT and CIDEA KO, respectively) from which 13 (WT) and 10 (KO) were selected as highly colonized chimaeras for further analysis. |
| Data exclusions | No data were excluded from the analysis (unless clearly indicated in Source Data files).                                                                                                                                                                                                                                                 |
| Replication     | All experiments including quantification experiments were performed in triplicate unless specified in Figure Legends. For example, experiments for embryo chimaeras were repeated three times and results were pooled together.                                                                                                          |
| Randomization   | Randomization is not a standard in the field.                                                                                                                                                                                                                                                                                            |
| Blinding        | Blinding is not a standard in the field. On occasions, analyses were double-checked by different investigators.                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Primary antibodies:

ATBP (ab14730 Abcam; lot number: GR3236125-1)  
 CIDEA (sc-8730-R Santa Cruz; lot number: K1209)  
 CIDEA (13170-1-AP Proteintech; lot number: 00040898)  
 CDX2 (ab157524 Abcam; lot number: GR3181056-4)  
 E-CADHERIN (U3254 Sigma; lot number: 077M4800V)  
 ESRRB (H6705 R&D; clone number:H6705; lot number: A-2)  
 GM130 (CB1008 CalBiochem; lot number: 7069938)  
 OCT4 (ab27985 Abcam; lot number: GR3183882-3)  
 PARD3 (07-330 Millipore; lot number: 2987401)  
 RFP (ab62341 Abcam; lot number: GR3231879-2)  
 PODXL (MAB1556 R&D; clone number: 192703; lot number: IPF0320091)  
 V5 (46-0705 Invitrogen)  
 Vinculin (V9264 Sigma; lot number: 047M4795)  
 LC3 (ab192890 Abcam; clone number: EPR18709; lot number: GR3338049-2)  
 YAP (sc-101199 Santa Cruz; lot number: D0415)

Secondary antibodies:

Alexa633 Goat Anti-Mouse IgG (A21052 ThermoFisher)  
 Alexa633 Goat Anti-Rat IgG (A21094 ThermoFisher)  
 Alexa633 Donkey Anti-Goat IgG (A21082 ThermoFisher)  
 Alexa633 Goat Anti-Rabbit IgG (A21071 ThermoFisher)  
 Alexa555 Donkey anti-Mouse IgG (A31570 Invitrogen)  
 Alexa555 Donkey anti-Rabbit IgG (A32794 Invitrogen)  
 AlexaPlus647 Donkey anti-Rabbit IgG (A32795 Invitrogen)  
 Mouse anti-rabbit IgG-HRP (sc-2357 Santa Cruz)  
 Anti-Mouse IgG-HRP (sc-516102 Santa Cruz)

#### Validation

Antibodies were chosen based on previous literature. Description of the validation of primary antibodies listed above and any validation statements made by the manufacturers are accessible on the manufacturer's websites and relevant citations using the catalogue number of each antibody.

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

Mouse wild-type R1 embryonic stem cells were gifted by Niall Dillon.  
 Mouse wild-type E14 embryonic stem cells were gifted by Austin Smith.  
 Mouse Atg5 KO and control embryonic stem cells were provided by Noboru Mizushima under MTA agreement - see reference Mizushima N et al., Dissection of autophagosome formation using Atg5-deficient mouse embryonic stem cells. J. Cell Bio. 152, 657-668 (2001).  
 CIDEA OE and control embryonic stem cells were generated from E14 wild-type cell line by stable transfection with empty (control) and V5-tagged Cidea (V5-CIDEA) constructs for this study.  
 CIDEA KO embryonic stem cells were generated from R1 wild-type cell line by CRISPR-Cas9 editing for this study.

#### Authentication

These cell lines were authenticated based on different culture condition requirements and phenotypic validations (e.g RT-qPCR, PCR, western blot and imaging).

#### Mycoplasma contamination

Testing for mycoplasma contamination was routinely performed using MycoZap assay (Lonza).

#### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used in the study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

Laboratory animals used in this study are of the species *Mus musculus* (CD1 and C57BL/6J strains). Mice were housed in a 12-hour dark and 12-hour light cycle. CD1 females were crossed with either C57BL/6J or CD1 males to obtain stage-specific embryos. For natural mating, sexually mature CD1 females were used (usually 6-week to 3-month-old). For superovulation, 5 international units (iu) Pregnant Mare Serum Gonadotrophin solution (Folligon, MSD Animal Health) was administered to 3–4-week-old females via intraperitoneal injection. After 2 days, 5 iu human Chorionic Gonadotrophin solution (hCG; Chorulon, MSD Animal Health) was injected, followed by crossing with males (usually 3-6-month up to 18-month-old).

#### Wild animals

No wild animals were used in the study.

#### Field-collected samples

No field collected samples were used in the study.

#### Ethics oversight

All experiments performed in the U.K. were approved by the Home Office (project licences to M.P. and S.S.) and have been regulated by the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical reviews by the Animal Welfare and Ethical Review Body (AWERB) at Imperial London College and the Local Ethical Review Panel (LERP) at the Department of Physiology, Anatomy and Genetics of the University of Oxford. Animal procedures performed in France were carried out according to French

national rules on Ethics and Animal Welfare in the Animal Facility (IERP, INRAE, doi: 10.15454/1.5572427140471238E12, Jouy-en-Josas). This work was approved by the French Ministry of Higher Education, Research, and Innovation (n°15-78) and the local Ethical Committee (INRAE Jouy-en-Josas Centre).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Dynamic enlargement and mobilization of lipid droplets in pluripotent cells coordinate morphogenesis during mouse peri-implantation development
**Source:** Nat Commun. 2022 Jul 5;13:3861. doi: 10.1038/s41467-022-31323-2
**Supplement:** Supplementary file 12 — Source Data

## Slide 1
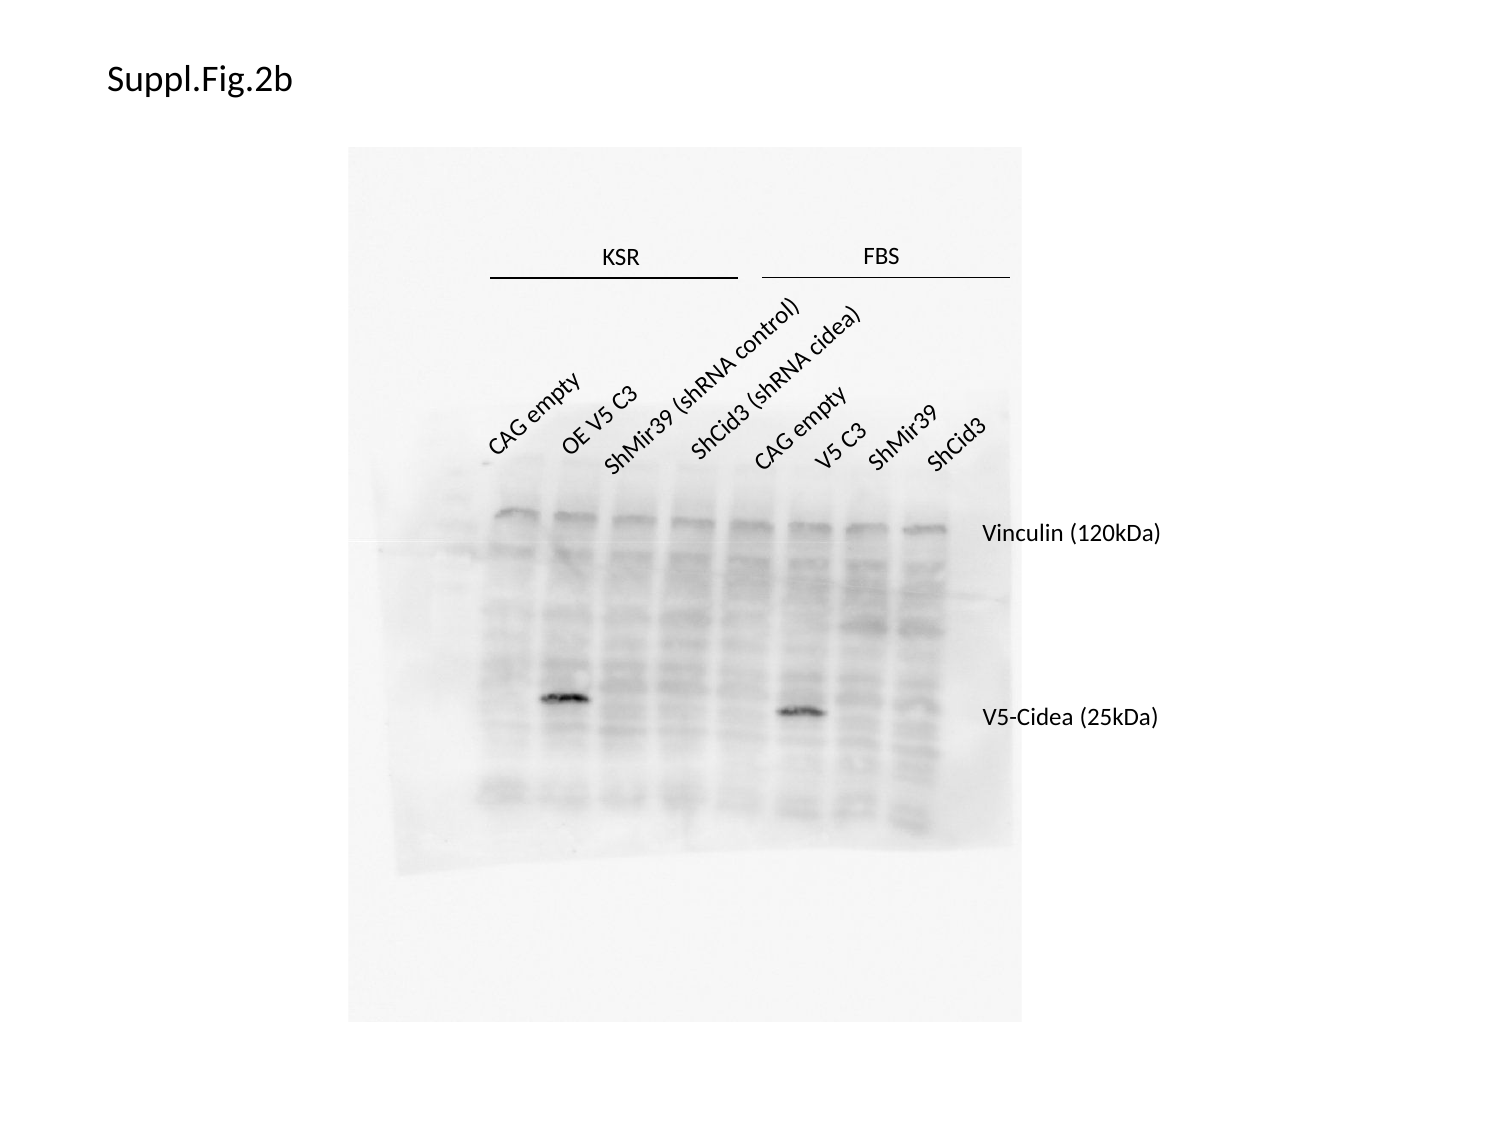

Suppl.Fig.2b
FBS
KSR
CAG empty
OE V5 C3
ShMir39 (shRNA control)
ShCid3 (shRNA cidea)
V5 C3
CAG empty
ShMir39
ShCid3
Vinculin (120kDa)
V5-Cidea (25kDa)

## Slide 2
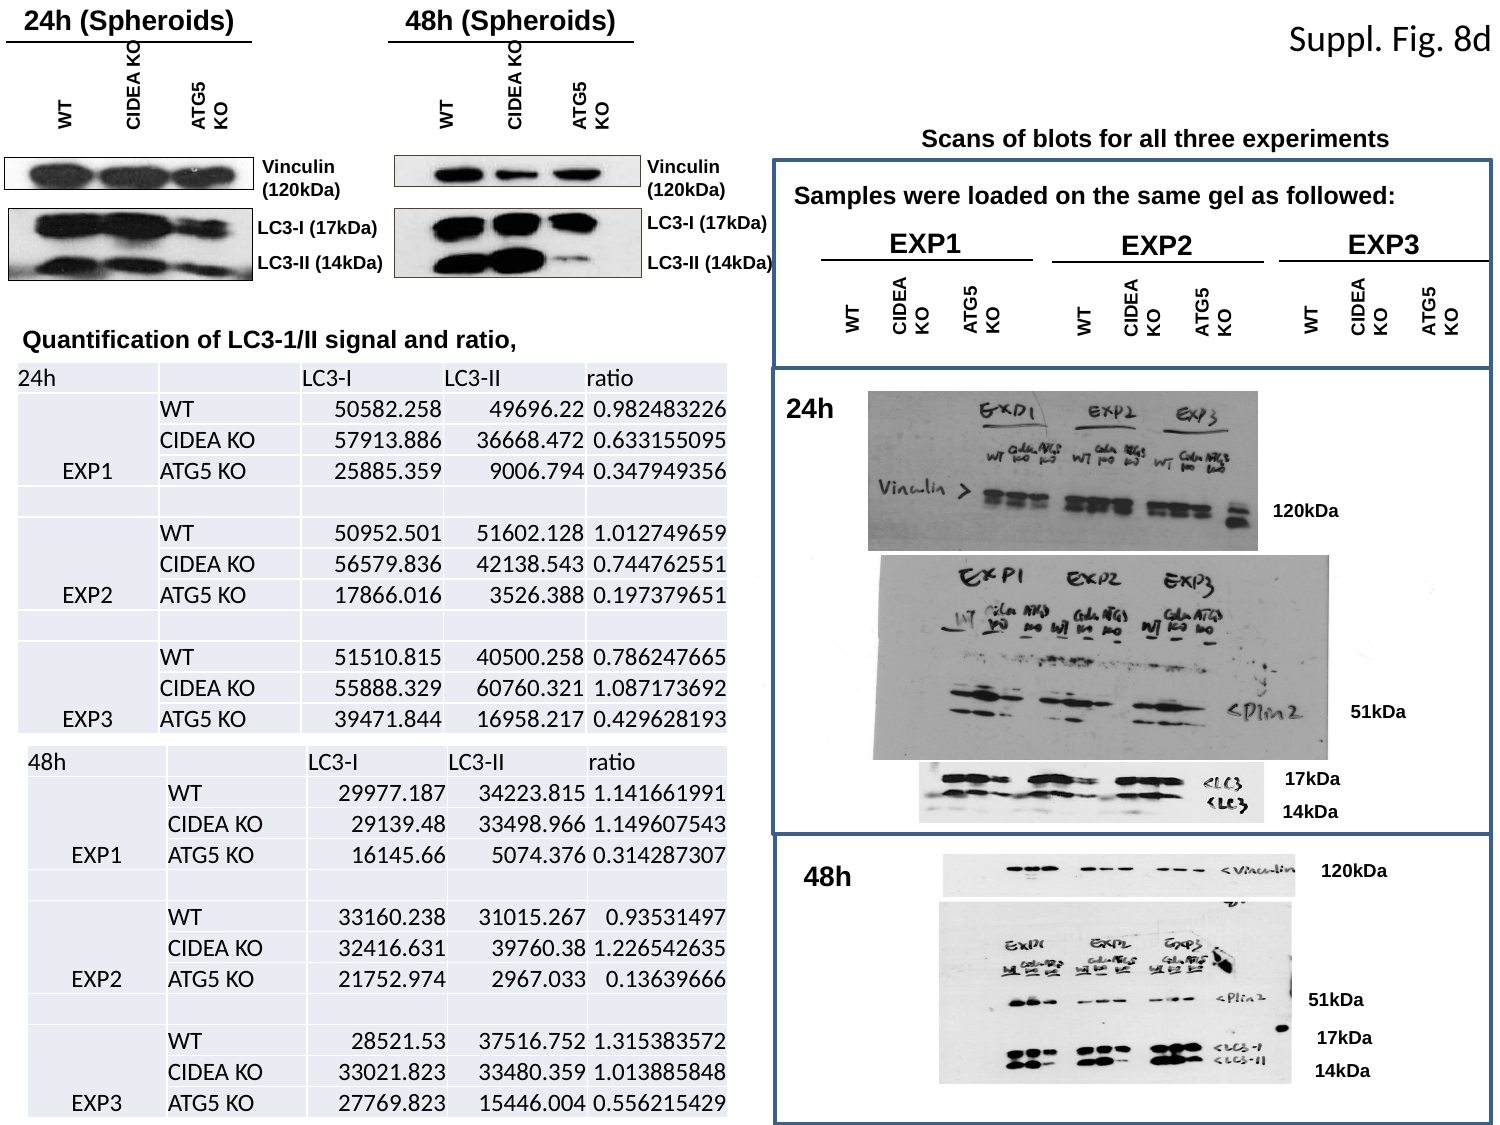

24h (Spheroids)
48h (Spheroids)
Suppl. Fig. 8d
CIDEA KO
CIDEA KO
ATG5 KO
ATG5 KO
WT
WT
Scans of blots for all three experiments
Vinculin
(120kDa)
Vinculin
(120kDa)
Samples were loaded on the same gel as followed:
LC3-I (17kDa)
LC3-I (17kDa)
EXP1
EXP3
EXP2
LC3-II (14kDa)
LC3-II (14kDa)
CIDEA KO
CIDEA KO
CIDEA KO
ATG5 KO
ATG5 KO
ATG5 KO
WT
WT
WT
Quantification of LC3-1/II signal and ratio,
| 24h | | LC3-I | LC3-II | ratio |
| --- | --- | --- | --- | --- |
| EXP1 | WT | 50582.258 | 49696.22 | 0.982483226 |
| | CIDEA KO | 57913.886 | 36668.472 | 0.633155095 |
| | ATG5 KO | 25885.359 | 9006.794 | 0.347949356 |
| | | | | |
| EXP2 | WT | 50952.501 | 51602.128 | 1.012749659 |
| | CIDEA KO | 56579.836 | 42138.543 | 0.744762551 |
| | ATG5 KO | 17866.016 | 3526.388 | 0.197379651 |
| | | | | |
| EXP3 | WT | 51510.815 | 40500.258 | 0.786247665 |
| | CIDEA KO | 55888.329 | 60760.321 | 1.087173692 |
| | ATG5 KO | 39471.844 | 16958.217 | 0.429628193 |
24h
120kDa
51kDa
| 48h | | LC3-I | LC3-II | ratio |
| --- | --- | --- | --- | --- |
| EXP1 | WT | 29977.187 | 34223.815 | 1.141661991 |
| | CIDEA KO | 29139.48 | 33498.966 | 1.149607543 |
| | ATG5 KO | 16145.66 | 5074.376 | 0.314287307 |
| | | | | |
| EXP2 | WT | 33160.238 | 31015.267 | 0.93531497 |
| | CIDEA KO | 32416.631 | 39760.38 | 1.226542635 |
| | ATG5 KO | 21752.974 | 2967.033 | 0.13639666 |
| | | | | |
| EXP3 | WT | 28521.53 | 37516.752 | 1.315383572 |
| | CIDEA KO | 33021.823 | 33480.359 | 1.013885848 |
| | ATG5 KO | 27769.823 | 15446.004 | 0.556215429 |
17kDa
14kDa
48h
120kDa
51kDa
17kDa
14kDa

How the deposited data were processed for this re-analysis (not part of the article)

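RNA was measured by sequencing of mRNA libraries from WT (parental R1) and CIDEA KO mouse ESCs before induction (0 h) and from spheroids 24 h and 48 h after induction, with 2 libraries per genotype and time point and 12 in all. The groups and replicate numbers were taken from the sample labels and from the legend of Supplementary Fig. 5, which describes independent samples S1 and S2. All KO libraries came from one clone, so no comparison between the genotypes separates the loss of *Cidea* from other differences of that clone.

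The authors trimmed adaptors and low-quality bases from the reads with Trimmomatic and quantified transcripts with Kallisto, which assigns read pairs to transcripts without aligning them to a genome. The deposited tables give, for each of 115270 transcripts, the estimated count, which is not scaled for depth or length and need not be whole. The authors' tables also give TPM, in which Kallisto divides the counts by the effective length of the transcript and scales them to the same total in every library. The legend of Supplementary Fig. 5 gives log-normalised values and Pearson correlation for its heatmaps and TPM for its bar plots. The transcript set, the method of log-normalisation, the genes used for the principal components and any test of the RNA-sequencing values were not found in the paper. It states that downstream steps used Bioconductor packages in R.

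Transcripts were matched by identifier to GENCODE release M21 (GRCm38). A total of 113580 (98.5%) matched, and the other 1690 held between 0.659% and 0.709% of the estimated counts per library and were left out. The tables held 57761 transcripts annotated as protein-coding and 41 as lncRNA, so long noncoding genes were largely not analysed here. Estimated counts and TPM were summed over 35580 genes, and the count sums were rounded to whole numbers. Reads that fit several near-identical genes are divided between them by Kallisto, so values of genes with close paralogs are uncertain.

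Depth, as the sum of estimated counts, was 29.0 to 38.5 M per library. With 3 counts as the floor, the smallest detectable share was 0.0779 to 0.1035 counts per M counts (CPM), and this floor covers counting error only, since reads carried no molecular identifiers. Replicates were compared by a chi-square test over genes, which gave 11.5 to 32.6 per degree of freedom, so no library was a second copy of another.

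Gene counts were fitted in edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr, robust quasi-likelihood dispersions and one mean per group over all 12 libraries; 17424 genes were tested. Contrasts compared the genotypes at each time point and over all of them, 48 h with 0 h within each genotype, and the genotype difference at 24 h and 48 h with that at 0 h (interaction terms). P-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. The standard errors printed with edgeR's estimates are approximate. Each is the size of the log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. Gene sets were tested with fry in limma 3.58.1 on log2 CPM with a prior count of 2, and the 9 comparisons of general, naive and primed genes were adjusted together. The p53 target and lipid droplet sets, 1 test each, are printed with p-values adjusted over the 2 sets, and the 2 interaction tests of the primed set with p-values adjusted over both; these adjustments were added after the values were seen. Principal components used the 500 genes with the highest variance. The p53 target, lipid droplet and imprinted gene lists were written before the data were examined. Chromosome medians, neighbours of *Cidea* and runs of lower or higher genes along chromosomes used the annotated positions. Guide sequences came from the paper's supplementary data and were matched to the *Cidea* transcript; the genome sequence was not used here.

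Each fit was tested on simulated counts drawn for the real genes and library sizes with 200 genes changed. Only large changes in well-counted genes were simulated, so recovery of smaller changes was not measured. For the comparison over all time points, edgeR recovered 174 of the 200 (87.0%) with 13 false calls, and DESeq2 recovered 185 with 56 false calls. At 0 h edgeR recovered 157 (78.5%) with 15 false calls. With average transcript lengths as offsets, edgeR recovered 163 (81.5%) over all time points.

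The genes named in the text follow a rule set before the data were examined. They are the genes the paper names for these libraries or measures by RT-qPCR, the *Cide* and *Plin* families, some genes of lipid turnover and polarity, and for the comparison over all time points the 5 genes with the largest rise and the 5 with the largest fall among called genes with an average log2 CPM of at least 1 and the same sign at each time. *Grhl2*, *Dnmt3l*, *Enpp3*, *Lin28a* and *Tdh*, called for an interaction, and the genes named from the chromosome 10 stretch, the imprinted list and the surroundings of *Cidea* fall outside this rule and were chosen after their values were seen.

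Alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, average transcript lengths as offsets, limma on log2(TPM + 1) and log2(TPM + 0.1), a fit of only the groups compared, other transformations and gene choices for the principal components and correlations, the most abundant transcript of each gene for TPM, and leaving out each library in turn. The pairing by replicate number comes from the sample labels. The alternatives with protein-coding transcripts only and the number of genes detected as a covariate, both also run for the gene sets, the lipid droplet set without *Atg5*, the primed set without each of its genes and further transformations for the correlation were added after seeing the data. The fits that left out a library were first run with the low-count filter applied anew, and after their values were seen the gene list was held to that of the full fit, because a group of 1 library loosens the filter. The interaction of the primed set, the spread used for values without a test, the satellite-like gene family and the limits of the chromosome 10 stretch were also chosen after seeing the data.

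Values were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.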

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

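The tests of a mislabelled library, of the share of the most counted genes, of paralogs for the satellite-like genes, of copy number on chromosome 10 and of random lists for the imprinted genes were chosen only after the result was seen, as were the interaction test of the primed set and the counts for chromosome 8 that leave chromosome 10 aside or use chromosome 8 alone; the others were chosen before. No comparison here separates the loss of *Cidea* from other differences of the KO clone, so every biological explanation stays a hypothesis about the clone.

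The difference between KO and WT cells changed with time for a few genes, by a test of the difference itself. The interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2 genes between 0 h and 24 h, *Grhl2* (log2 difference 1.12, adjusted p = 0.0044) and *Pou3f1* (-1.94, adjusted p = 0.0029). Between 0 h and 48 h it called 7, *Dnmt3l* (0.70), *Enpp3* (0.84), *Grhl2* (1.26), *Lef1* (2.23), *Lin28a* (0.63), *Otx2* (1.04) and *Tdh* (-0.49), with adjusted p-values from 0.0016 to 0.049 by the same test. *Dnmt3l*, *Enpp3*, *Grhl2*, *Lin28a* and *Tdh* were named after their values were seen. In simulated counts without any interaction, the same test called 1 gene between 0 h and 48 h and 0 between 0 h and 24 h. At 0 h both WT libraries detected fewer genes than both KO libraries, which is a technical explanation. With the number of genes detected per library as a covariate, 100% of the genes were called again in each of the 2 comparisons. Of the genes called between the genotypes at 0, 24 and 48 h, 94.1%, 88.6% and 99.1% were called again, the lowest share being at 24 h, the time of the KO library with the fewest genes detected. The calls were lost with another setting, since with average transcript lengths as offsets no gene was called between 0 h and 24 h (994 with an unadjusted p-value under 0.05), and of the 2 called between 0 h and 48 h, 0 were among the 7. With these offsets the estimates of *Grhl2* and *Pou3f1* between 0 h and 24 h were 1.15 and -1.96, and those between 0 h and 48 h were 0.69 for *Dnmt3l*, 1.08 for *Enpp3*, 1.17 for *Grhl2*, 2.76 for *Lef1*, 0.56 for *Lin28a*, 1.05 for *Otx2* and -0.47 for *Tdh*, so that all kept their sign. In simulated counts the fit with offsets recovered 66.0% of the changes at 0 h against 78.5%. These simulated changes were all at least 2-fold and in well-counted genes, so the loss of smaller ones was not measured. For the primed set as a whole, the difference at 48 h minus that at 0 h was 0.30 (adjusted p = 0.0078 by limma's fry with Benjamini-Hochberg adjustment over the 2 comparisons, or 0.049 with a replicate block), and that at 24 h minus 0 h was -0.24 (adjusted p = 0.472 by the same test). With 2 libraries in each group, other splits of the samples could not be counted for these tests.

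The paper does not report a comparison of all genes between the genotypes. Over all time points 877 genes differed (382 higher and 495 lower in KO) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The real split was the only 1 of 32 splits within time points with as many genes, and the next split gave 76; only splits that part same-numbered pairs were compared. The log2 fold changes had a Spearman correlation across genes of -0.08 with GC content and 0.065 with gene length, neither large enough for a bias across genes from GC content or length to be the reason. With the number of genes detected as a covariate, 100% of the 877 were called again. The mean number of genes detected differed between KO and WT libraries by only 24 over all time points, so the covariate had little to correct and this test decides little. No median of a chromosome, over all of its tested genes, exceeded 0.0623 in size (that of chromosome 10). This speaks against the gain or loss of a whole chromosome in most of the cells. A change in a small part of the cells, or of part of a chromosome, would move such a median little and was not excluded. A mislabelled library was excluded by *Cidea*, with 0 KO libraries above the floor. The 10 most counted genes took 5.77% of the counts in KO and 5.70% in WT, a difference of 0.068 percentage points, so that a few genes taking most of the counts was not the reason. The count did depend on how transcript lengths were treated. With average transcript lengths as offsets 294 genes were called, 270 of them among the 877, and with limma on log2(TPM + 1) 189, 170 of them among the 877. In simulated counts the fit with offsets recovered 81.5% of the changes against 87.0%. All simulated changes were of 1 or more on the log2 scale and in well-counted genes. Among the 877, only 9 rose and 44 fell by more than 1 on that scale. The simulation therefore does not show how many smaller changes the offsets lose. How Kallisto divided reads among the transcripts of a gene was not tested, and the count cannot be told apart from an effect of it. A stretch of chromosome 10 held 92 of the 877 genes, and a difference of copy number there was not excluded. No biological explanation is proposed for the rest.

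The called genes ranked here had an average log2 CPM of at least 1 and kept their sign at every time. The largest rises were those of *Cyp1a1* (log2 fold change 2.41), *Nnat* (1.60), *Cxcl12* (1.26), *Cd80* (1.12) and *Bmp1* (1.04). The largest falls were those of *Gm10718* (-7.22), *Gm10717* (-5.47), *Tgtp1* (-4.48), *Grb10* (-2.51) and *Gm10800* (-2.39). With limma on log2(TPM + 1) the calls of *Cyp1a1* (0.44), *Cxcl12* (0.42), *Cd80* (0.73), *Bmp1* (0.61) and *Tgtp1* (-1.00) were lost. Those of *Cd80* and *Bmp1* were also lost with average transcript lengths as offsets, and the other genes kept their calls in both settings. With the replicate block only the call of *Gm10800* was lost (adjusted p = 0.063 by edgeR). None of these genes is discussed by the paper. Reads shared with near-identical copies were not tested for *Tgtp1*, and no explanation was tested for *Cyp1a1*, *Cxcl12*, *Cd80* or *Bmp1*. *Gm10717*, *Gm10718* and *Gm10800* belong to 9 genes of a satellite-like family listed after the values were seen. Their summed counts were 47.1 ± 11.1 CPM (SD, n = 6) in WT and 2.09 ± 1.19 (SD, n = 6) in KO libraries, 22.5-fold lower, with a highest KO count of 109.4 and a lowest WT count of 1232.8. A sum over the family does not move when reads are split among paralogs, but since the family was picked for the pattern, it cannot be told apart from reads shared with paralogs outside the list. Histone genes, which lack a poly(A) tail, had a mean log2 fold change of 0.195 over 55 genes. Single histone genes ranged from -1.656 to 1.546, so that this mean cannot decide whether poly(A) selection differed between the libraries. The fall may lie in the clone.

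A stretch of chromosome 10 from 31332376 to 63381704 (GRCm38, 32.0 Mb, from *Tpd52l1* to *Sirt1*) was lower in KO cells. All 94 of its expressed genes were lower and 85 of them were called, with a median log2 fold change of -0.674, while the 20 expressed genes on either side had medians of -0.017 and 0.036. Set against the WT mean at the same time, the medians of the KO libraries lay between -0.694 and -0.599. The stretch scored higher than any stretch in the other splits (1 of 32, next score 4.345). Genes elsewhere with matched GC content had a median of 0.028, so GC content does not explain it. A candidate explanation is a difference in copy number between the KO clone and the WT line. The medians at 0, 24 and 48 h, -0.633, -0.634 and -0.666, differed by 0.033, which is in line with it, and the ratio of 0.627 lies near that of 2 copies to 3 (-0.585 on the log2 scale) rather than 1 to 2 (-1). Because the stretch was picked for its uniform fall, this test cannot tell, and expression alone cannot tell a loss in the KO clone from a gain in the WT line. *Atg5* lies in the stretch.

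Chromosome 8 was slightly higher in KO cells, with a median of 0.063 over its 568 genes with an average log2 CPM of at least 3, or 0.046 over its 896 tested genes. Of the 568, 70.6% were higher, against 54.7% on autosomes other than 8 and 10, and 59 of the 70 called among them were higher. Splits were compared on the medians of log2 CPM differences over all tested genes, and that was 0.0454 for chromosome 8 in the real split. In 10 of 32 splits some chromosome had a median as large, but in 9 of them this was chromosome 10, whose stretch also shows in splits close to the real one, so this count says little of chromosome 8. Leaving chromosome 10 aside it was 3 of 32, and for chromosome 8 alone 2 of 32, both with the real split included. Set against the WT mean at the same time, the medians of the KO libraries over the 568 genes lay between 0.0486 and 0.1327. Chromosome 8 was picked for its value, so these counts do not settle whether the shift is due to how the libraries were grouped. No biological explanation is proposed for it.

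Of 22 imprinted genes listed beforehand, 17 were tested and 7 were called over all time points. *Impact*, *Nnat* and *Zrsr1* were higher and *Grb10*, *Mest*, *Peg3* and *Snrpn* lower in KO cells. The median size of the log2 fold changes was 0.218, at the 99.54 percentile of 10000 random lists matched on mean expression (median 0.104), so that expression level does not explain it. With average transcript lengths as offsets 4 were called, and with limma on log2(TPM + 1) 3. A difference in imprinting between the clone and its parent is a hypothesis that these data could not test further.

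*Tubb6*, the nearest expressed gene downstream of *Cidea*, was higher in KO cells by a log2 fold change of 0.59 (adjusted p = 6.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher at 0, 24 and 48 h. An effect of the deletion on its neighbour may explain this, but so may reads shared between paralogs. The 6 other *Tubb* genes had a median of -0.192. A median over the family does not show whether reads of *Tubb6* were shared, so the 2 cases cannot be told apart.

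Genes of a p53 target set written beforehand were higher in KO cells over all time points, by a mean of 0.18 on the log2 scale (adjusted p = 4.1e-05 by limma's fry with Benjamini-Hochberg adjustment over this and the lipid droplet set), in 6 of 6 same-numbered pairs. The adjusted p by fry was 0.00023 with a replicate block and ranged from 1.6e-05 to 0.00070 over the other settings that kept all libraries. No other split gave a mean as large (1 of 32). Clonal history and culture conditions may raise such genes, and only the grouping of libraries was tested, so the rise is not called biological. *Pmaip1*, a member of the set, also lies within 1 Mb of *Cidea*.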

How the results depend on the processing

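Named alternatives were set before the data were examined, except protein-coding transcripts only, the number of genes detected as a covariate, the set without *Atg5*, the primed set without each of its genes, the last 3 correlation settings, and the alternatives of the imprinted genes, the neighbours of *Cidea* and the chromosome 10 stretch, which were chosen after seeing the data. No cause was tested for the changes given here; the cause was not tested.

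Counts of called genes are given as KO vs WT at 0 h, at 24 h, at 48 h and over all time points, against 220, 255, 117 and 877. DESeq2's Wald test gave 344, 433, 220 and 1178, of which 217, 254, 117 and 874 were among the genes called before. No filter on low counts gave 386, 615, 303 and 1268. Average transcript lengths as offsets gave 60, 64, 19 and 294, limma on log2(TPM + 1) gave 20, 20, 23 and 189, and limma on log2(TPM + 0.1) gave 18, 14, 22 and 189. Only the groups compared gave 208, 13 and 178. Protein-coding transcripts only gave 143, 136, 65 and 623, and the number of genes detected as a covariate gave 295, 296, 189 and 1291. At least 10 counts in every library gave 253, 321, 143 and 1095.

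The share of called genes that were higher in KO cells was 21.8%, 30.6%, 29.1% and 43.6%. It was 16.7%, 14.1%, 5.3% and 31.0% with length offsets, 10.0%, 10.0%, 4.3% and 23.8% with log2(TPM + 1), and 11.1%, 7.1%, 13.6% and 24.9% with log2(TPM + 0.1). These shares include the stretch of chromosome 10 that was lower in KO, which held 92 of the 877 genes called over all time points.

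For the interactions, against 2 genes (24 h minus 0 h) and 7 genes (48 h minus 0 h), DESeq2's Wald test gave 13 and 59, no filter gave 82 and 123, at least 10 counts gave 7 and 8, length offsets gave 0 and 2, log2(TPM + 1) gave 0 and 0, log2(TPM + 0.1) gave 0 and 0, only the groups compared gave 0 and 22, the covariate gave 6 and 9, and protein-coding transcripts gave 2 and 4. Where the count was 0, the genes with an unadjusted p-value under 0.05 numbered 994 with length offsets, 995 and 936 with log2(TPM + 1), 1025 and 877 with log2(TPM + 0.1), and 729 with only the groups compared. The share higher was 50% and 85.7%, and 66.7% and 100% with DESeq2's size factors in edgeR, which called 3 and 5. It was 33.3% and 70% with the replicate block. The share fell to 0% of 2 genes with protein-coding transcripts for 24 h minus 0 h, and to 0% of 2 with length offsets for 48 h minus 0 h. For 48 h vs 0 h, against 4118 in WT and 4348 in KO, length offsets gave 2502 and 2662, log2(TPM + 1) gave 2627 and 2619, and log2(TPM + 0.1) gave 2487 and 2506. Only the groups compared gave 4171 and 6165, the highest count in KO.

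With the replicate number as a replicate block, 218, 255, 117 and 859 genes were called for KO vs WT, 3 and 10 for the interactions, and 4060 and 4285 for 48 h vs 0 h in WT and KO, all within 1.5 times the main counts. Of these, 209, 243, 108 and 826 were the same genes for KO vs WT. The mean correlation across genes between the deviations of same-numbered libraries was 0. Replicate 1 still detected fewer genes than replicate 2 in every spheroid group, so a shift shared by number was not excluded. The adjusted p-values of the primed set by fry were 0.026, 0.014 and 0.943 under the block.

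The primed set kept its direction and its side of the threshold at 0, 24 and 48 h under each setting run for the sets with all libraries: DESeq2's size factors, no filter, at least 10 counts, the replicate block, length offsets, both TPM scales, protein-coding transcripts and the number of genes detected as a covariate. The set had adjusted p-values by fry from 0.0021 to 0.026 at 0 h and from 0.0011 to 0.019 at 24 h. Its means with a library left out were -0.41 to -0.33 at 0 h, -0.66 to -0.56 at 24 h and -0.148 to 0.018 at 48 h. With each of its genes left out in turn, the set stayed lower and called at 0 h (means of -0.52 to -0.14, adjusted p of 0.00060 to 0.046 by fry) and 24 h (-0.68 to -0.50, adjusted p of 0.00060 to 0.027 by fry), with the smallest mean at 0 h without *Lef1*. *Lef1* (-2.03) and *Otx2* (-0.95) fell most at 0 h, while *Pou3f1* (0.70) and *Sox3* (0.22) were higher. The set was not run without both *Lef1* and *Otx2*, so a fall of the whole class at 0 h was not shown. Means near 0 changed sign: the general set at 0 h, -0.0026, was 0.0046 with length offsets, 0.034 with log2(TPM + 1) and 0.035 with log2(TPM + 0.1), and the naive set at 24 h, -0.0076, was 0.0087 and 0.0038 with the latter pair and 0.061 with the covariate; neither passed the threshold in any of these. The lipid droplet set, -0.109, passed it with DESeq2's size factors (-0.116), at least 10 counts (-0.197), length offsets (-0.124), log2(TPM + 1) (-0.121), log2(TPM + 0.1) (-0.140) and protein-coding transcripts (-0.151).

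The share of PC1, 33.8%, was 73.7% with variance-stabilized counts and 25.1% over all genes that pass the filter. The lowest correlation between libraries, 0.908, was 0.965 with variance-stabilized counts, 0.947 with log2(TPM + 1), 0.941 without a filter, 0.975 with variance-stabilized counts of genes with at least 1 count, 0.980 with those of all listed genes and 0.925 with linear TPM. The difference at 24 h on the WT axis, -0.061, was -0.038 with log2(TPM + 1), -0.023 with at least 10 counts and -0.081 over all genes, each with a lower KO mean, but with at least 10 counts 1 KO library lay above 1 WT library. The correlation of the changes, 0.454, was 0.860 with at least 10 counts and 0.717 with log2(TPM + 1). Of 7 imprinted genes, 4 were called with length offsets and 3 with log2(TPM + 1), and of 2 neighbours of *Cidea*, 1 under each. The median of the chromosome 10 stretch, -0.674, was -0.617 with log2(TPM + 1) and -0.715 with protein-coding transcripts.

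With each library left out in turn, PC1 held 31.9% to 41.8%, the correlation of the changes was 0.354 to 0.455 and the lowest correlation between libraries 0.907 to 0.920. The mean of the general set was -0.016 to 0.010 at 0 h and 0.017 to 0.089 at 48 h. That of the naive set was -0.357 to -0.080 at 48 h. At 24 h the naive set changed sign, with 0.090 without replicate 1 of KO spheroids and -0.105 without replicate 2. All 57 values of named genes kept their sign. With all libraries, DESeq2 left 55 of these the same and made 2 stronger, the replicate block left 55 the same and made 2 weaker, length offsets left 34 the same and made 23 weaker, and log2(TPM + 1) left 27 the same, made 29 weaker and 1 stronger. The 2 calls lost with the replicate block were those of *Cdh1* at 48 h and of *Gm10800* over all time points. Of the TPM values, 22 moved by more than the replicate SD with the most abundant transcript only and 14 did not, and 8 moved with protein-coding transcripts only and 28 did not.

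Of simulated changes, all at least 2-fold and in well-counted genes, 78.5% were recovered at 0 h, with 2 libraries against 2. Over all time points, with 6 against 6, 87.0% were recovered. Why fewer genes were called at single time points was not tested.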

Differences from the paper's values

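For *Lef1*, summing TPM over all transcripts gave 2.73 ± 1.06 (SD, n = 2) in WT ESCs at 0 h against the paper's about 1.5 in Supplementary Fig. 5e, read by eye, and 19.6 ± 7.3 in WT spheroids at 24 h against the paper's about 12 in the same panel. With only the most abundant transcript, an alternative set before the data were examined, the values were 1.36 at 0 h and 9.27 at 24 h and no longer differed from the paper's, but the same setting moved other values away from the paper's about 28 and 24 for *Lef1* in KO and WT spheroids at 48 h (12.3 and 15.0), about 0.6 for *Lef1* in KO ESCs at 0 h (0.36) and about 3 for *Fgf5* in KO spheroids at 24 h (1.63), and *Dnmt3b* in all 6 groups, as in WT at 48 h (137.7 against about 430), so it does not account for the panel. With protein-coding transcripts only, chosen after seeing the values, they were 1.53 and 11.4 and did not differ, nor did any other value of that panel.

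PC1 held 33.8% of the variance against the paper's about 73% in Supplementary Fig. 5b, read by eye. Of the alternatives set before the data were examined, DESeq2's variance-stabilized counts gave 73.7%. The others, log2(TPM + 1) with 34.6%, DESeq2's size factors with 33.9%, all genes that pass the filter with 25.1% and scaling to unit variance with 34.2%, did not close the gap. PC2 held 20.2% against the paper's about 12% in Supplementary Fig. 5b. Variance-stabilized counts gave 11.9% and log2(TPM + 1) gave 16.8%, both within the margin used here, while DESeq2's size factors (20.2%), all genes that pass the filter (23.5%) and scaling to unit variance (21.7%) did not close the gap.

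The lowest Pearson correlation between libraries was 0.908 against the paper's about 0.99 in Supplementary Fig. 5c, read by eye as the lower end of its colour scale. None of the alternatives set before the data were examined reached it, with 0.965 for variance-stabilized counts, 0.947 for log2(TPM + 1), 0.907 for DESeq2's size factors and 0.941 without a filter on low counts. Further settings chosen after seeing the values gave 0.975 for variance-stabilized counts of all genes with at least 1 count, 0.980 for those of all listed genes and 0.925 for TPM on a linear scale.

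The paper describes the largest part of the variance as lying along PC1 and following the stage of differentiation. PC1 followed the time points here, but it held the larger part of the variance only with variance-stabilized counts (73.7%).

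The paper states for Supplementary Fig. 5d that losing CIDEA had no significant effect on the passage from naive to primed pluripotency. The mean log2 fold change of its primed genes between KO and WT cells was -0.37 at 0 h and -0.61 at 24 h (adjusted p = 0.0036 for both, by limma's fry with Benjamini-Hochberg adjustment), and -0.07 at 48 h (adjusted p = 0.821). These are differences in level, and that at 0 h precedes induction. The passage itself is closer to the change with time, tested after the values were seen. From 0 h to 24 h it differed between the genotypes by -0.24 (adjusted p = 0.472 by fry). From 0 h to 48 h it was larger in KO by 0.30 (adjusted p = 0.0078 by fry, or 0.049 with a replicate block). The paper's RT-qPCR value for *Otx2* in KO ESCs at 0 h is 0.11 ± 0.11 (SD, n = 3) on the log2 scale against WT, and by RNA-sequencing it was -0.95 (standard error 0.098). Whether both methods used the same samples was not found in the paper.

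The paper's methods place the 5′ guide in the first intron of *Cidea*. The listed sequence matched exon 1, in the 5′ UTR, of the transcript annotated in GENCODE M21.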

Other observations

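The tests of *Atg5* in this part were chosen only after the result was seen, and the others before.

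The mean log2 fold change of 14 lipid droplet genes other than *Cidea* between KO and WT cells over all time points was -0.109 (adjusted p = 0.056 by limma's fry with Benjamini-Hochberg adjustment over this and the p53 target set), lower in 2 of 6 same-numbered pairs. Splitting the libraries otherwise within time points gave a mean as large in size in 16 of the 32 splits that part same-numbered pairs, so that the difference may be due to how the libraries happened to be grouped. The mean was -0.116 (adjusted p = 0.048 by limma's fry) with DESeq2's size factors and -0.197 (adjusted p = 0.0017) with at least 10 counts in every library, and the adjusted p ranged from 0.0017 to 0.116 over the settings that kept all libraries and *Atg5*. With each library left out in turn the mean was -0.220 to -0.0044. *Atg5* was lower in KO cells by a log2 fold change of -0.75 (standard error 0.080, adjusted p = 4.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lies in the stretch of chromosome 10 that was lower in KO. Without it, the mean of the set was -0.0597 (adjusted p = 0.560 by fry), and the set cannot be told apart from this copy number explanation, since *Atg5* was singled out for its own low value.

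Genes the paper measures in other experiments also differed in these libraries. *Zfp42* was higher in KO cells by a log2 fold change of 0.31 at 0 h (adjusted p = 0.036) and 0.33 at 24 h (adjusted p = 0.022), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cdh1* was higher by 0.25 at 48 h (adjusted p = 0.0496 by the same test), and *Pdk1* was lower by a log2 fold change of -0.23 over all time points (adjusted p = 0.0077 by the same test). None of these 4 values passed the threshold with average transcript lengths as offsets or with limma on log2(TPM + 1). With the replicate block only that of *Cdh1* did not pass (adjusted p = 0.060 by edgeR's quasi-likelihood test).

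Replicate 1 of KO spheroids at 24 h detected 15473 genes at equal depth and had a PC2 score of -66.2. It and the other library of its group gave the largest chi-square value between replicates, 32.6 per degree of freedom. No biological explanation was tested, and the library was kept.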
